# Enhancer profiling uncovers Jmjd1c as an essential suppressor in neuropathic pain by targeting Socs3

**DOI:** 10.1016/j.gendis.2025.101545

**Published:** 2025-01-23

**Authors:** Le Zhang, Yan Xie, Shun Wang, Moxuan Gong, Zheping Chen, Chuanxin Wang, Peilong Li

**Keywords:** H3K9me1, Jmjd1c, Neuropathic pain, Socs3, Super-enhancers

## Abstract

Neuropathic pain (NP) is a chronic debilitating disease caused by nerve damage or various diseases, significantly impairs patients’ quality of life. Super-enhancers (SEs) are important cis-regulatory elements, but how they affect NP remains elusive. Therefore, we aim to explore the molecular mechanism by which SEs are involved in NP progression and identify potential drug candidate targets. We first established a NP model in rats, and subsequently performed H3K27ac ChIP-Seq and RNA-Seq on their spinal cord tissues to analyze the active enhancers. By integrated analysis of ChIP-seq data and RNA-seq data, we clarified a series of SE-associated genes involved in NP progression. qPCR and double immunofluorescence staining results suggested that *Jmjd1c* mRNA and protein levels were significantly down-regulated in the NP model. In addition, a dual-luciferase reporter assay showed that *KLF15* could activate *Jmjd1c* transcription by binding to the SE of *Jmjd1c*. Functionally, enhanced *Jmjd1c* can inhibit the levels of inflammatory cytokines such as IL-6, TNF-α, IL-1β, and inhibited the progression of NP, whereas silencing *Jmjd1c* had the opposite effect. Mechanistic exploration identified *Jmjd1c* exerted its anti-NP effect via positively regulating *Socs3* expression by increasing the activity of H3K9 demethylation, and the *Jmjd1c/Socs3/JAK/STAT3* regulatory pathway was finally validated as downstream effectors. In conclusion, our study suggests that SE-associated *Jmjd1c* was suppressed during NP progression due to the decreased recruitment of *KLF15*. The reduction of *Jmjd1c* downregulated *Socs3* through the demethylation of H3K9 at *Socs3* promoter region, leading to NP progression.

## Introduction

Neuropathic pain (NP) is the most challenging neurological disease worldwide, with population-based estimates of its prevalence varying from 7% to 10%,^1^ and most patients suffer from an impaired quality of life. The main signs and symptoms of NP include spontaneous pain, allodynia, and hyperalgesia.^2^ A general consensus is that specific pathological causes of NP include spinal cord or peripheral nerve injury, postherpetic neuralgia, trigeminal neuralgia, and tumor invasion.^3^ The increased excitability of spinal dorsal horn neurons following nerve damage is a crucial factor in the onset and maintenance of NP. Additionally, the overproduction of inflammatory cytokines contributes to this excessive activation of spinal dorsal horn neurons.^4^ Despite significant efforts by scientists, the specific molecular mechanisms regulating glial activation and cytokine production in NP patients are not fully understood. Therefore, further understanding of the specific molecular mechanisms is of significant interest for exploring therapeutic targets and developing treatments to improve the quality of life for NP patients.

Mounting evidence supports the potential role of epigenetic regulators in different types of diseases.^5^ Typical enhancers are short cis-regulatory DNA region elements in the genome, ranging from 50 to 1500 bp. These elements could bind to transcriptional regulatory proteins and activate target gene transcription via long-range cis-chromatin interactions.^6^^,^^7^ Besides typical enhancers, the genome also harbors multiple consecutively arranged enhancers with distances between 8 and 20 kb, referred to as super-enhancers (SEs).^8^ However, SEs usually recruit more transcription factors, histone-modifying enzymes, transcriptional co-activators, and RNA polymerases than typical enhancers to drive the transcription of target genes, thereby exerting a powerful regulatory effect on cell functions.^9^ Although studies have reported that SEs can regulate NP progression via driving the transcription of genes such as N-terminal Xaa-Pro-Lys N-methyltransferase 1 (*Ntmt1*) and paired related homeobox 2 (*Prrx2*).^10^ Identification of dysregulated SEs involved in the pain signaling pathway remains incomplete, and downstream validation of the functional SEs is scarce.

Suppressor of cytokine signaling 3 (*Socs3*) is an important inflammatory mediator that negatively regulates the signal transduction pathways of cytokines in a variety of cell types, including immune and central nervous system cells.^11^^,^^12^ The Janus kinase (*JAK*)-signal transducer and activator of transcription (*STAT*) pathway, evolutionarily conserved, is activated by cytokine stimulation and appears to be a crucial factor in a variety of key physiological processes.^13^ Evidence has shown that exosomal miR-222-3p regulates the *JAK2-STAT3* pathway via promoting *Socs3* encoding an inhibitory factor in gemcitabine-resistant cells.^14^ Thus, we supposed that *Socs3* might regulate pain response in NP via regulating *STAT3* activation. However, it remains unclear whether and how the specific molecular mechanism of nerve cell response and adaptive behavior to pain cytokine infiltration depends on the intrinsic characteristic referring to the SEs of activity.

Here, we aim to reveal the SE landscape of NP, which could provide a theoretical basis for the in-depth understanding of the molecular pathogenesis underlying pain responses in neurons, and offer data support for exploring potential new therapeutic targets. Therefore, we performed H3K27ac chromatin immunoprecipitation sequencing (ChIP-seq) and the corresponding RNA sequencing (RNA-seq) in spared nerve injury (SNI)-induced NP rats and sham rats to characterize NP-related transcriptomic and epigenomic changes. We subsequently found that a reduction in the transcription factor *KLF15* (KLF transcription factor 15) recruited by the Jumonji domain-containing 1C (*Jmjd1c*)-SE led to lower levels of *Jmjd1c* expression, which in turn facilitated pain responses in neuronal cells both in *vitro* and in *vivo*. Mechanistically, *Jmjd1c* collectively promoted the transcriptional activity of *Socs3* by promoting H3K9 demethylation on the *Socs3* promoter, thereby affecting the *JAK-STAT3* pathway and leading to an anti-NP effect. Overall, these results help to deepen our knowledge of how SEs play a functional role during NP progression and provide new therapeutic targets for NP.

## Materials and methods

### Animals

In this study, all healthy male Sprague–Dawley (SD) rats (aged 8–10 weeks, weighing 180–200 g) were obtained from the Model Animal Research Center of Nanjing University. These rats were housed and maintained in standard laboratory conditions, which featured a regulated 12-h/12-h light/dark cycle at 24 °C ± 1 °C, with lights on from 8:00 a.m. to 8:00 p.m., and a humidity of 40%–50%.

### Pain model construction and treatment

As previously described,^15^^,^^16^ an SNI rat model was used to induce and simulate the process of NP, with rats undergoing sham surgery serving as controls. In accordance with our experimental protocol, the SD rats were allocated to ten distinct groups and then underwent various treatments according to the experimental objectives: i) Sham, ii) Sham+sh-*Jmjd1c*, iii) Sham+sh-NC, iv) Sham+sh-*Jmjd1c*+Lv-Socs3, v) Sham+sh-*Jmjd1c*+Lv-NC, vi) SNI, vii) SNI+Lv-*Jmjd1c*, viii) SNI+Lv-NC, ix) SNI+Lv-*Jmjd1c*+sh-Socs3, x) SNI+Lv-*Jmjd1c*+sh-NC. The spontaneous pain behaviors were measured at corresponding time points, and the expression level of inflammatory factors in spinal cord tissue was measured after euthanasia. All animal experiments in our study were rigorously examined and approved by the Animal Experiment Committee of The Second Hospital of Shandong University (KYLL-2021(KJ)A-0294) and strictly adhered to the standards set by the International Association for the Study of Pain.

### RNA-seq

We used the commercially available TRIzol reagent (Invitrogen, USA) to extract total RNA from the spinal cord tissues of SD rats. Subsequently, the RNA-seq library was generated and sequenced using an Illumina HiSeq 3000 system by GENE DENOVO (Guangzhou, China). The obtained sequences were mapped against the Rat6 reference genome, and only those unique sequences were kept. Fold change of the gene's reads per kilobase million (FPKM) was used to identify differentially expressed genes using DESeq2. The original sequencing data were deposited in the GEO database (GSE256472).

### H3K27ac ChIP-seq

The SD rats were rendered deeply unconscious using appropriate concentrations of isoflurane, after which their spinal cord tissues were obtained and fixed with 1% formaldehyde. Nuclear chromatin was extracted and segmented into 100–400 bp fragments by ultrasound. A 5% aliquot of the fragmented chromatin was set aside as a reference sample, while the rest was subjected to incubation with a ChIP-grade anti-H3K27ac antibody. Chromatin immunocomplexes were then decross-linked with RNase A (NEB, T3018L) and proteinase K (NEB, P8107S). After washing the immunoprecipitated complexes, DNA extraction and purification were carried out utilizing a PCR purification kit (Qiagen, 28106). Subsequently, ChIP-seq libraries were prepared from the purified DNA, and next-generation sequencing was performed using Novaseq PE150 by Shanghai Jiayin Biotechnology Ltd. The original sequencing data were deposited in the GEO database (GSE256469).

### Super-enhancer definition

The clean H3K27ac ChIP-seq data were aligned to the Rat6 genome assembly available in Ensembl using Burrows-Wheeler Aligner with default parameters. Subsequently, MACS2 (version 2.2.7) was utilized to identify the H3K27ac peak calling regions, setting an initial threshold q-value of 0.05. H3K27ac-rich regions within ±2 kb of the transcription start site were first filtered out, and the remaining regions were considered enhancers. Then, enhancers located within a 12.5 kb range were combined, and they were arranged in order of the intensity of the ChIP-seq signal. Then, a plot was graphed and a tangent line of the curve was determined with the slope value of 1, SE was identified as the enhancer above the point of tangency.

### Integration analysis of ChIP-seq and RNA-Seq

To uncover the functional epigenetic modification and potential downstream target genes that they may regulate as accurately as possible, we conducted a comprehensive analysis by combing data from H3K27ac ChIP-seq and RNA-seq. In cases where a gene corresponds to multiple ATAC-seq peaks, we chose the peak with the highest signal intensity near that gene. Similarly, when a ChIP-seq peak is associated with multiple genes, we choose the gene nearest to the peak for association. Genes that showed significant up-regulation or down-regulation in the RNA-seq analysis were compared and matched with those exhibiting increased or decreased ChIP-seq signal intensities in the H3K27ac-enriched regions. The enrolled analyzed SEs were chosen based on fold change ≥ 1 between SNI rats and sham rats, while the analyzed RNAs were chosen based on fold change ≥ 1.2 between the two groups.

### NP behavior assessment

To assess the degree of mechanical allodynia, we measured the paw-withdrawal threshold (PWT) in response to stimulation with von Frey filaments. SD rats were placed in a transparent plastic box implanted with metal receptors (22 × 12 × 22 cm) and were habituated to the environment for at least 30 min until they stopped exploring and grooming. Pain sensitivity was ascertained by the minimum filament force required to provoke a withdrawal reaction in at least three out of five attempts. The measurement was taken once the paw withdrawal was clearly recognized. Additionally, we tallied the number of spontaneous flinches (NSF) over a 2-min interval to evaluate the degree of spontaneous pain. Any unprovoked lifting of the right hind paw that was not part of walking or grooming was accounted for as a spontaneous flinch.

### Enzyme-linked immunosorbent assay (ELISA)

Tissues from the spinal cords of adult SD rats were isolated, followed by centrifugation at 10,000 rpm for 10 min to separate the supernatant. Subsequently, the collected supernatants were preserved at −80 °C until use. Commercial ELISA kits for quantification of the cytokines interleukin (IL)-6, tumor necrosis factor-alpha (TNF-α), and IL-1β were purchased from Multi Sciences (Lianke, China). The analyses were conducted following the manufacturer's protocol for each ELISA kit, the absorbance was read at 450 nm with a microplate reader (SpectraMax M3) to assess the concentration of cytokines.

### Cell culture

The rat neuronal-spinal cord (RN-sc) cell line, obtained from ScienCell (Catalog #R1590), was grown in a neurobasal medium supplemented with 10% fetal bovine serum. The cells were cultured in an incubator maintained at 37 °C and a humidified atmosphere containing 5% CO_2_. For the transfection *in vitro*, Lipofectamine 2000, a mature commercial cationic liposome transfection reagent, was used to modulate the expression of specific genes in RN-sc cells. The sequences of the silencing vectors used are detailed in Table S1.

### Intrathecal catheter implantation and lentivirus injection

Lentiviral vectors incorporating specific oligonucleotides (GenePharma, China) were constructed to stably manipulate the expression of *Jmjd1c*. The implantation of the intrathecal cannula was carried out following a previously described protocol.^17^ Briefly, under isoflurane inhalation anesthesia, the lumbar region of rats was disinfected with 75% ethanol after shaving the hair. A polyethylene tube (PE-10) was carefully placed into the epidural space between the fifth and sixth lumbar vertebrae (L5–L6). Once the rats had fully recovered from anesthesia, the correct positioning of the catheter was verified by observing whether the injection of 0.2 mL of a 2% lidocaine solution resulted in signs of dragging or paralysis in the hind limbs. Only rats that showed no evidence of neurologic deficit or paralysis were studied. A comprehensive timeline of the treatment process is presented in Figure S1.

### Luciferase reporter assay

The enhancer segments E1, E2, and E3 from the *Jmjd1c*-SE region were inserted into the pGL3-Basic vector (BioVector NTCC Inc.). Concurrently, an empty pGL3-basic vector was utilized to establish a baseline luciferase activity, serving as a negative control. RN-sc cells were seeded at a concentration of approximately 1 × 10^5^ cells per well in a 24-well plate and then transfected with 100 ng of the luciferase vectors (either the empty vector or those containing the enhancer segments E1, E2, and E3) along with 10 nM of RNA interference (sh-control or sh-KLF15) using Lipofectamine 2000 reagent. After a 48-h incubation period following transfection, treated cells were lysed, luciferase substrate was added, and fluorescence values were measured according to the protocols of the Dual-Luciferase Reporter Analysis System (Promega, USA). The luciferase activity was quantified as the ratio of Firefly to Renilla (Firefly/Renilla) and was normalized to the activity of the cells transfected with the empty pGL3-Basic vector.

### Quantitative PCR (qPCR)

Briefly, we extracted total RNA from L4–L6 spinal cord tissues and RN-sc cells and then converted it into cDNA using a commercial cDNA synthesis kit. Subsequently, we performed qPCR with SYBR Green PCR Master Mix (Takara, China) to detect specific gene expression, utilizing a QuantStudio 3 system (Thermo Fisher, USA) for quantitative analysis. The 2^−ΔΔCt^ approach was applied to calculate the relative mRNA expression levels as previously described,^18^ with GAPDH serving as a reference gene. The primers utilized in this study are detailed in Table S2.

### ChIP-qPCR

A ChIP-qPCR study was carried out on samples from RN-sc cells and SNI rats to evaluate *KLF15* binding in the E2 and E3 elements of *Jmjd1c*. Briefly, 1 × 10^7^ nerve cells were cross-linked with formaldehyde at a final concentration of 1 %, and then the cells were subjected to sonication using a Diagenode Bioruptor to generate DNA fragments in the 200–500 bp size range, followed by immunoprecipitation using antibodies specific to *KLF15* (Abcam, ab2647) and a control normal immunoglobulin G (IgG) (CST, 2729S). RNase A and protease K were employed to break down the RNA and protein components of the protein-DNA complexes, respectively. Immunoprecipitated DNA fragments were measured by qPCR. Similarly, the binding enrichment of *Jmjd1c* and H3K9me1 at the *Socs3* promoter was also conducted as above described. Detailed information on antibodies used is provided in Table S3.

### Immunofluorescence staining analysis

In our study, we used immunofluorescence to determine the levels of *Jmjd1c* expression and its co-localization with other proteins in spinal cord samples from SD rats. Briefly, we treated the frozen coronal sections with primary antibodies and incubated them in the dark at 4 °C. Subsequently, these sections were further incubated with the corresponding fluorescently labeled secondary antibodies at room temperature for 2 h. Detailed information on antibodies used is provided in Table S3. Finally, the image of stained tissues was obtained using a Laser confocal scanning microscope (Olympus, Japan) in the dark room.

### Western blotting

After total protein was extracted from cells or tissues and its concentration was determined, appropriate amounts of protein samples were loaded onto an SDS polyacrylamide gel for electrophoretic separation. These proteins were then transferred onto a PVDF membrane and pre-treated with a 5% solution of bovine serum albumin to prevent non-specific binding, after which they were incubated with their respective primary antibodies at 4 °C within a dark chamber overnight. After being rinsed with tris buffered saline with Tween 20, they are exposed to horseradish peroxidase-linked secondary antibodies at room temperature for 1 h. Detailed information on the antibodies used in western blotting is provided in Table S4. Finally, protein bands were detected utilizing enhanced chemiluminescence and their images were visualized using an imaging system (Tanon, China).

### Statistical analysis

In most of our analyses, GraphPad Prism 9 (GraphPad Software, USA) for Windows was used to carry out statistical evaluations and to create graphical representations. Unless specified otherwise, the data were expressed as mean ± standard error of the mean. When comparing parametric variables between two groups, the student's *t*-test was utilized when variances were equal, and two-tailed distributions were used. In cases involving non-parametric variables from two distinct samples, the Mann–Whitney *U* test was used. A *P*-value of less than 0.05 was considered statistically significant.

## Results

### Enhancer landscapes in spinal cord tissues of rats with NP

Rats were randomly divided into two groups. One group underwent the SNI procedure to mimic the NP status, while the other group received a sham procedure and served as controls. Before the experiment was started, both groups showed similar PWT and NSF, indicating no significant baseline differences in these pain-related parameters. However, decreased PWT and increased NSF were verified after the SNI-NP model was established, but not in sham rats (Fig. 1A). Concurrently, ELISA results revealed increased levels of cytokines, including IL-6, TNF-α, and IL-1β, in the spinal cord tissue of SNI-NP rats (Fig. 1B). We performed ChIP-seq analysis using H3K27ac antibody, which reflect the enhancer activity of critical genes involved in NP. A total of 153,276 and 138,940 peaks were identified in SNI-NP tissues and sham tissues, respectively. Peak length calculation suggested a consistent distribution between SNI-NP and sham rats (Fig. 1C). H3K27ac marks exhibited a profile surrounding the transcription start site (Fig. 1D). Interestingly, the abundance was lower in SNI-NP group compared with sham group (Fig. 1E). The analysis of peak annotations indicates that the H3K27ac modification predominantly occurs in promoters (19.79%), introns (35.57%), and distal intergenic regions (35.14%) within the spinal cord of SNI-NP rats, consistent with that in sham rats (Fig. 1F). By comparing the peaks between the two groups, we identified 9946 up-regulated and 7376 down-regulated peaks in the SNI-NP group in contrast to the sham group, with criteria of |log2 fold change| > 1 and *P* < 0.05. Genome distribution revealed that the differential peaks were mainly located in intergenic and intron areas (Fig. 1G). Interestingly, a proportion of down-regulated peaks in the NP group was located in the promoter area, suggesting a group of genes may be silenced during NP development (Fig. 1G).

**Figure 1:**
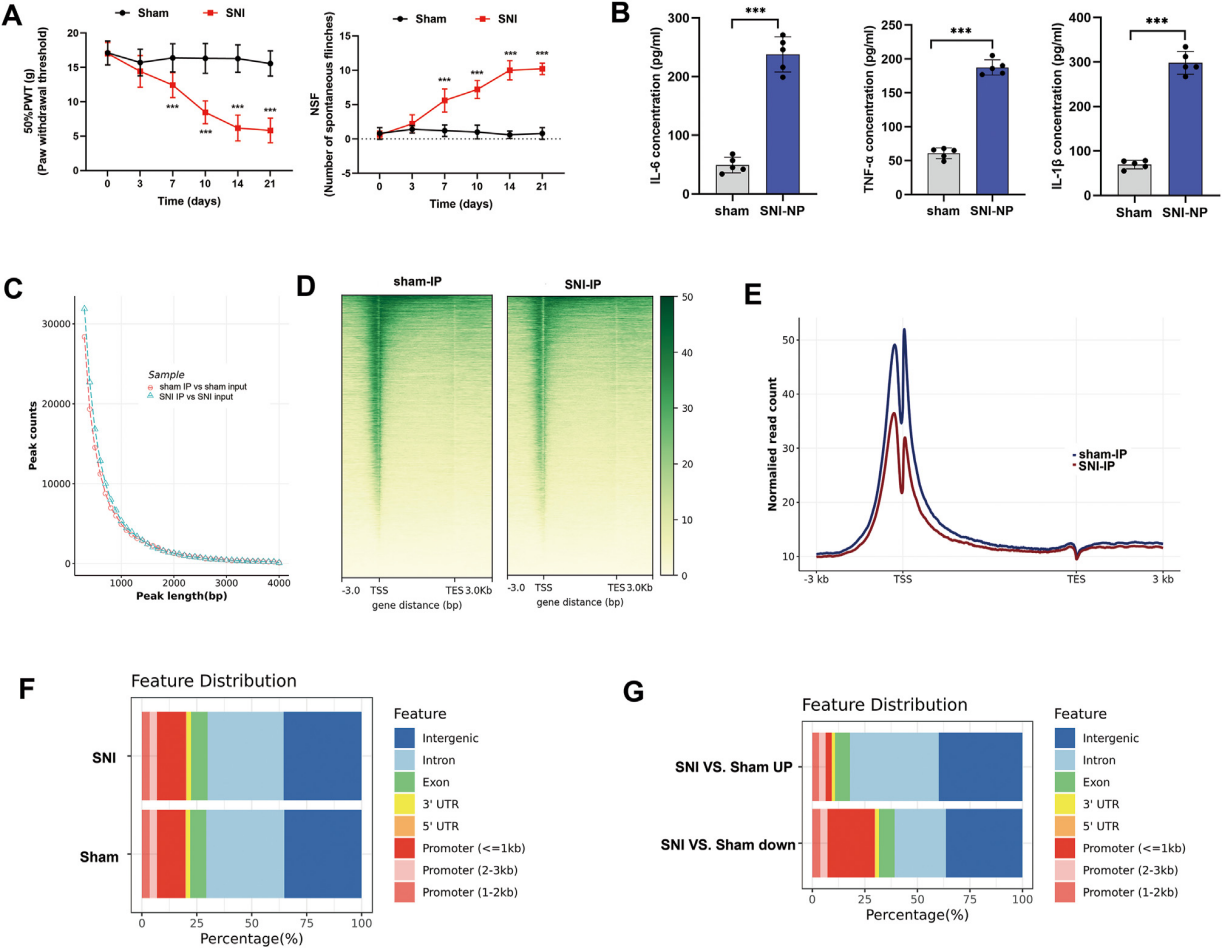
Enhancer landscapes in spinal cord tissues of rats with NP. **(A)** Experimental validation of NP rat model by detecting PWT and NSF. **(B)** The expression levels of IL-6, TNF-α, and IL-1β were detected by ELISA in respective groups. **(C)** The counts of peak length by H3K27ac-based chromatin immunoprecipitation sequencing were calculated in both groups. **(D)** The landscape of the H3K27ac enrichment profile surrounding the transcription start site in SNI-NP and sham rat tissues. **(E)** The abundance of reads surrounding TSS and TES was calculated in SNI and sham rats. **(F)** Calculation and distribution of H3K27ac enriched reads in genome area. **(G)** Genomic distribution of differentially enriched peaks between SNI-NP and sham rats. The statistical results were presented as mean ± standard deviation. Student's *t*-test was used to determine the significance of the difference between the two groups. The asterisks indicate significance values (^∗∗∗^*P* < 0.001). NP, neuropathic pain; PWT, paw-withdrawal threshold; NSF, the number of spontaneous flinches; SNI, spared nerve injury; ELISA, enzyme-linked immunosorbent assay; TSS, transcription start site; TES, transcription end sites.

### Characterization of SE landscape in the spinal cord of SNI-NP rats

We conducted a ROSE (rank ordering of super-enhancers) analysis to identify particular SE regions in SNI-NP rats. The signal enriched in SE was significantly stronger and wider than typical enhancers (Fig. 2A). Totally, we annotated 1265 and 1464 SEs significantly enriched in SNI-NP and sham rats, respectively. Functional area analysis revealed that SEs in both groups were mostly localized in the promoter area, while typical enhancers were located in intergenic areas, suggesting a powerful role of SEs in gene transcription (Fig. 2B). A group of potential NP-related genes was identified located nearby SEs, including *Rasal3*, *Lzts1*, *Metrnl*, and *Kcnk1* (Fig. 2C).

**Figure 2:**
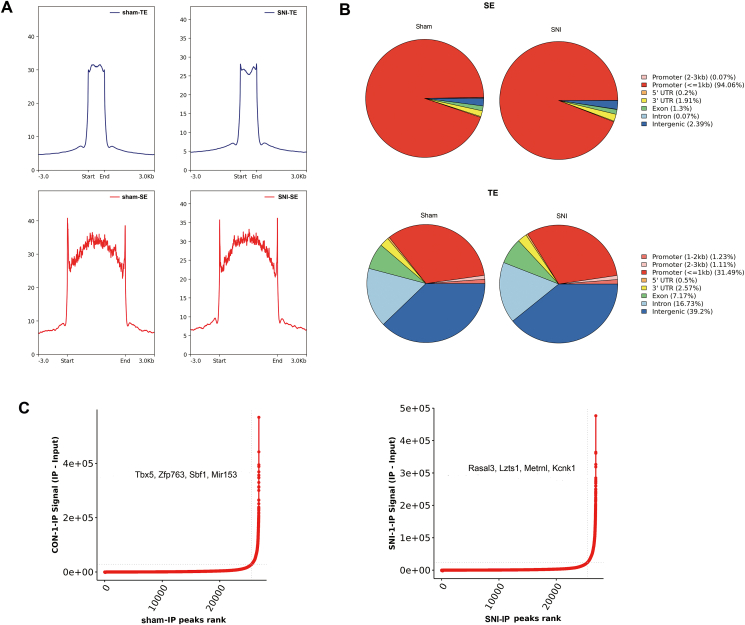
Super enhance identification in the spinal cord of NP rats. **(A)** The signal distribution of peaks in SEs and TEs. A stronger and wider signal content was identified. **(B)** Genomic distribution of SEs and TEs was significantly different, with SEs located at the promoter area while TEs at the intergenic area. **(C)** ROSE analysis revealed a series of super-enhancers in both NP and sham groups. NP, neuropathic pain; SEs, super-enhancers; TEs, transposable elements.

### Identification of SE-associated *Jmjd1c* in NP progression

To reveal the SE-associated genes involved in NP, we performed RNA-seq analysis using spinal cord tissues from NP and sham rats. 

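Spinal cord tissues of 3 SNI-NP rats, in which branches of the sciatic nerve are injured and the sural branch is spared, and of 3 sham rats were sequenced as 6 separate libraries. The authors mapped the reads to the rat genome release they call Rat6 and state that they kept unique sequences. They deposited an estimated count without normalization, and an FPKM value (a count scaled by the length of the gene and the total of the library), for each of 22050 genes listed by Ensembl identifier. The total estimated counts were 16670760, 17071230 and 17107621 in the sham rats (median 17071230) and 18151156, 17865041 and 17432148 in the SNI-NP rats (median 17865041). A count of 0 therefore allowed a level of up to 0.165 to 0.18 CPM (counts scaled to a common library size), depending on the library, and this limit covers counting error only. Of the 17508 genes with a count in at least 1 library, 11.5% had a count that was not whole in at least 1 library. This can happen when reads that fit several genes are divided between them. The paper states that unique sequences were kept and does not name the counting tool, so the cause of these counts was not settled. The 10 most abundant genes took between 16.4% and 20.0% of the counts of a library. Counts were rounded to whole numbers, genes with low counts were removed by edgeR's filterByExpr, and the remaining 14426 genes were scaled by TMM and compared between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's methods name DESeq2 and the fold change of FPKM for this comparison, and DESeq2 was run as an alternative. Each library was counted as 1 replicate, as the sample labels give it.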

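Under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 14426 genes had a fold change above 2 together with an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.116. At the same fold change and an unadjusted p-value under 0.05, 327 genes were found. The DESeq2 Wald test gave 102 genes with a fold change above 2 and an adjusted p-value under 0.05. A single library changed the edgeR count most, since 206 genes passed the adjusted threshold without SNI-NP replicate 1, whereas between 0 and 2 genes passed when any other library was left out. The DESeq2 count was 531 without SNI-NP replicate 1 and 47 without SNI-NP replicate 3.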

Based on our analysis, a total of 106 differentially expressed mRNAs were determined by the criteria of a fold change greater than 2 and a *P*-value less than 0.05. Among these, 31 were up-regulated and 75 were down-regulated in NP rats compared with sham rats, such as nervous system disease-related genes *Zeb1*, *Atf3*, *Vip*, and *Aurkb* (Fig. 3A). 

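Of the genes with a fold change above 2 and an unadjusted p-value under 0.05, 107 were higher and 220 were lower in SNI-NP rats, whereas there were 102 higher and 702 lower genes without SNI-NP replicate 1, and 167 higher and 146 lower genes without SNI-NP replicate 2. *Atf3* (ENSRNOG00000003745), a stress-responsive transcription factor gene, had 37.7 ± 3.09 CPM in SNI-NP rats (SD, n = 3) and 15.4 ± 2.82 in sham rats (SD, n = 3). Its log2 fold change was 1.29 (standard error 0.16, adjusted p = 0.117 from edgeR's quasi-likelihood test). *Vip*, which encodes vasoactive intestinal peptide, rose from 0.407 ± 0.252 to 3.25 ± 0.905 CPM (SD, n = 3 per group), a log2 fold change of 2.97 with a standard error of 0.53 and an edgeR adjusted p of 0.274. The level of *Aurkb*, which encodes aurora kinase B, was 4.37 ± 0.619 CPM in sham rats and 12.4 ± 4.65 in SNI-NP rats (SD, n = 3 per group), with a log2 fold change of 1.5 (standard error 0.32, edgeR adjusted p = 0.307). For these 3 genes every SNI-NP rat lay above every sham rat, and an exact permutation test of 3 rats against 3 cannot give a two-sided p below 0.1. DESeq2 gave adjusted p-values of 2.06e-08 for *Atf3*, 2.71e-04 for *Vip* and 0.00442 for *Aurkb*. *Zeb1*, which encodes a zinc finger transcription factor, was at 36.8 ± 4.23 CPM in sham rats and 27.1 ± 5.81 in SNI-NP rats (SD, n = 3 per group). Its log2 fold change was -0.44 (standard error 0.18), with an adjusted p of 0.445 by edgeR and 0.352 by DESeq2, and every SNI-NP rat lay below every sham rat.

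**Figure D1:**
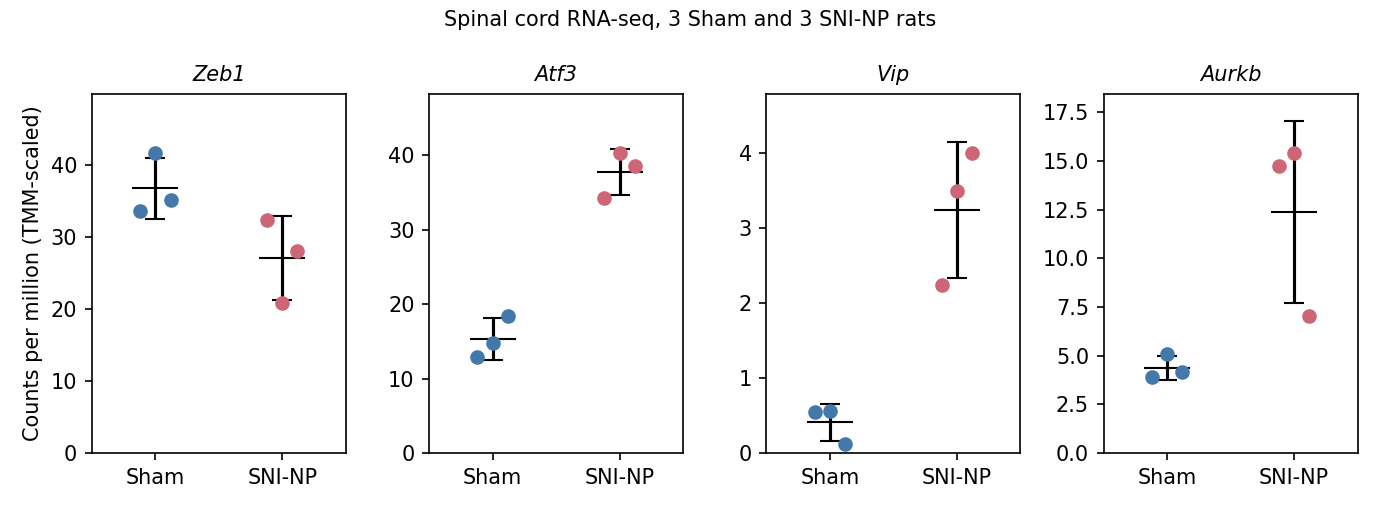
CPM, scaled by TMM, of *Zeb1*, *Atf3*, *Vip* and *Aurkb* in the spinal cord of each sham and SNI-NP rat. Each point is 1 rat, the horizontal bar is the mean of 3 rats and the error bar is the SD. *Atf3*, *Vip* and *Aurkb* are higher and *Zeb1* is lower in all 3 SNI-NP rats than in all 3 sham rats.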

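The match with the H3K27ac signal used genes with a fold change of at least 1.2. At this fold change and an unadjusted p-value under 0.05, edgeR gave 655 genes that were higher and 851 that were lower in SNI-NP rats, whereas it gave 518 and 1388 without SNI-NP replicate 1, and 745 and 630 without SNI-NP replicate 2. Among the higher genes, *Per3* had a log2 fold change of 0.45 (standard error 0.12), *Antxr1* of 0.31 (standard error 0.09) and *Pdlim1* of 0.61 (standard error 0.22), and *Ccdc40* was the fourth. Among the lower genes, *Chd9* had a log2 fold change of -0.94 (standard error 0.36) and *Ank2* of -0.42 (standard error 0.15), and *Jmjd1c*, *Dnajc28* and *Zeb1* were also lower. The value of *Chd9* was -1.36 without SNI-NP replicate 1 and -0.61 without SNI-NP replicate 2. Its unadjusted edgeR p was under 0.05 in 3 of the 6 fits that each left out 1 library. *AABR07061825.1* had a log2 fold change of -1.90 (standard error 0.45), and its estimated counts were not whole numbers. *Zfp462* fell by 0.51 on the log2 scale (standard error 0.25, unadjusted p = 0.0781 by edgeR), and passed the unadjusted threshold under DESeq2, where p was 0.049. In total, 10 of these 11 genes passed. Adjusted over the list alone, 10 of the 11 genes had an adjusted p-value under 0.05 by edgeR, and over all genes tested 0 did, with adjusted p-values from 0.329 to 0.495. The list was chosen by the study on these samples, so the first count is not independent evidence. Between 4 and 9 of the genes passed when each library was left out in turn, with 4 without Sham replicate 1, Sham replicate 2 or SNI-NP replicate 3 and 6 without Sham replicate 3. *Ank2* no longer passed when its log2 fold change was corrected for transcript length (-0.26, unadjusted p = 0.195). The paper matched genes changed in the RNA-seq with changes of the same direction in the super-enhancer signal, and identified its candidate genes from that overlap.

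**Figure D2:**
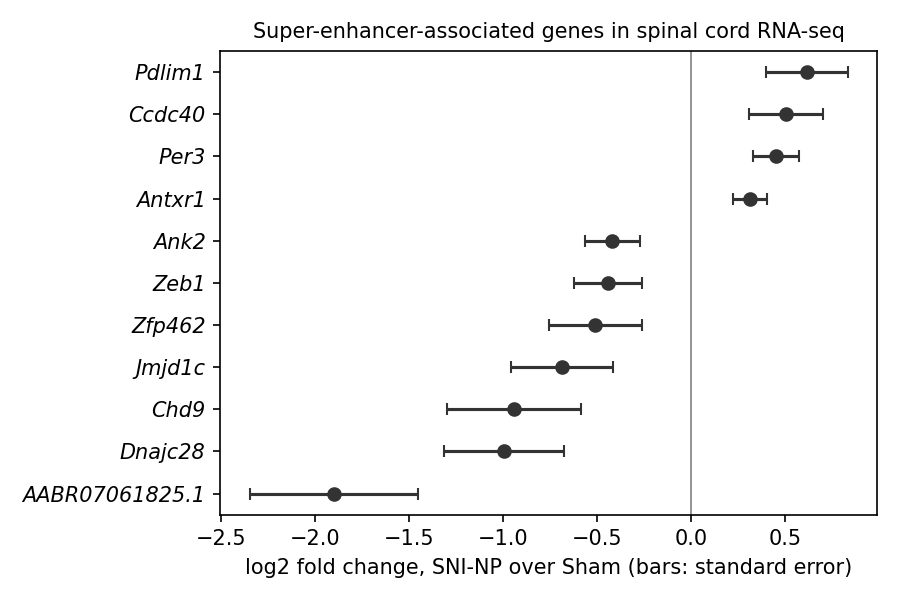
Log2 fold change in SNI-NP over sham rats of the 11 genes, from edgeR. Points are the fitted values and bars their standard errors, and *AABR07061825.1* at -1.90 and *Pdlim1* at 0.61 are the lowest and the highest.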

By integrative analysis with ChIP-seq data, we identified 11 potential SE-associated genes, including 4 up-regulated (*Per3*, *Antxr1*, *Pdlim1*, and *Ccdc40*) and 7 down-regulated ones (*AABR07061825.1*, *Chd9*, *Ank2*, *Jmjd1c*, *Dnajc28*, *Zeb1*, and *Zfp462*) (Fig. 3B). 

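*Gal*, which encodes galanin, had 23.5 ± 7.55 CPM in SNI-NP rats and 3.81 ± 0.65 in sham rats (SD, n = 3 per group). *Npy*, which encodes neuropeptide Y, had 43.3 ± 11.8 and 9.87 ± 1.8 CPM (SD, n = 3 per group). Both genes were higher in all 3 SNI-NP rats than in all 3 sham rats, with an edgeR adjusted p of 0.117 for each. They were chosen after their values were seen, and belong to GO terms of Fig. 3C, whose legend names SE-associated RNAs; the sets tested here were differentially expressed genes. Enrichment was computed with a one-sided Fisher's exact test per term, over terms with 3 to 500 genes among the 13709 tested genes that carry a GO term in the deposited table. No gene passed the fold change above 2 with an adjusted p-value under 0.05, so 0 terms could be tested on that set. For the 327 genes with an unadjusted p-value under 0.05, 8 of the terms of Fig. 3C had enough genes to be tested, and 3 of these 8 had an unadjusted p-value under 0.05. Of all 8328 terms tested, 0 had an adjusted p-value under 0.05 and 145 an unadjusted one. The term hormone activity held 3 of these genes, *Gal*, *Npy* and *Vip*, among its 34 tested genes (exact p = 0.0399, adjusted p = 1). Galanin receptor activity held 2 of its 3 genes, *Gal* and *Galr1* (exact p = 0.00148, adjusted p = 0.535), and neuropeptide hormone activity held 2 of its 10 genes, *Cartpt* and *Gal* (exact p = 0.02, adjusted p = 1). *Galr1* and *Cartpt* were lower in SNI-NP rats, opposite to *Gal*. In sets split by direction, added after seeing the data, the exact p of neuropeptide hormone activity was 0.072 (higher genes) and 0.14 (lower genes). That of galanin receptor activity was 0.0222 and 0.0442. Hormone activity had an exact p of 0.00202 in the higher genes (adjusted p = 0.57), which held *Gal*, *Npy* and *Vip*. The lower genes held 0 of its genes. The 3 terms of the higher genes with an adjusted p-value under 0.05 were not neuropeptide terms. They were I band, myofibril and defense response to fungus (adjusted p = 0.00159, 0.00159 and 0.00254 by Fisher's exact test). With the 102 genes called by DESeq2 in place of the edgeR set, the exact p of hormone activity was 0.0017 and its adjusted p was 0.842. With the genes with a fold change of at least 1.2 and an unadjusted p-value under 0.05, the exact p was 0.704 for hormone activity, 0.281 for neuropeptide hormone activity and 0.0304 for galanin receptor activity.

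**Figure D3:**
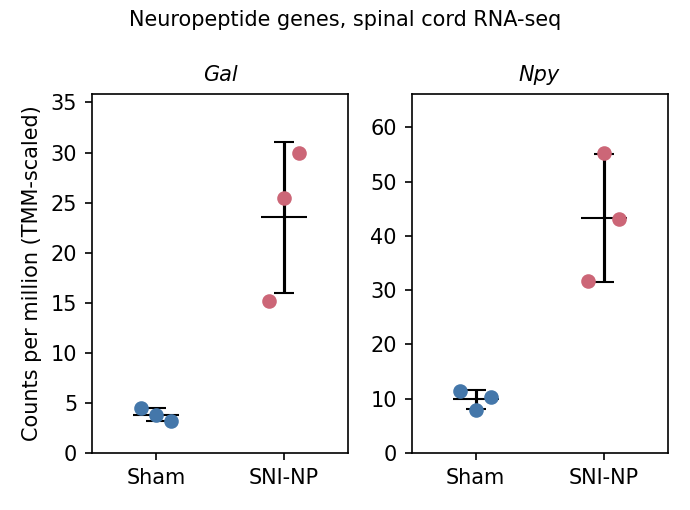
TMM-scaled CPM of *Gal* and *Npy* in the spinal cord of each rat. Points are single rats, horizontal bars are the means of 3 rats and error bars are SDs, and each SNI-NP rat lies above each sham rat.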

GO analysis revealed that neuropeptide-related regulation may play essential roles in NP progression (Fig. 3C). 

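In the RNA-seq data the mean level over the 6 libraries of the candidate genes ranged from 0.774 CPM for *AABR07061825.1* to 321.1 for *Ank2*. The estimated counts of *AABR07061825.1* were 19.63, 15.4 and 27.65 in the sham rats and 6.21, 5.13 and 6.33 in the SNI-NP rats. *Per3* was at 26.7 CPM, above 59% of the genes tested and above 6 of the other candidates. *Ccdc40* was at 6.2 CPM and *Dnajc28* at 1.74, which was above 8.69% of the genes tested. *Jmjd1c* was at 35.2 CPM, *Antxr1* at 63.3, *Zeb1* at 31.9, *Pdlim1* at 26.2, *Zfp462* at 24.8 and *Chd9* at 18.7.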

Candidate SE-associated genes were screened based on the principles of primer design, gene expression levels, and the consistency of differential expression. Among the 11 genes, specific primers could not be designed for genes *AABR07061825.1*. Additionally, the expression level of *Per3* was too low to meet the requirements for PCR detection. For the remaining candidate genes, qPCR analysis revealed that *Jmjd1c*, *Ccdc40*, and *Dnajc28* exhibited a change in expression in the spinal cord of SNI-NP rats, consistent with the sequencing results. Among these three candidate genes, *Jmjd1c* was reported to be involved in neurological disorders. Thus, we focused on the role of *Jmjd1c* in SE-regulated NP (Fig. 3D; Fig. S2). 

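In the RNA-seq data *Jmjd1c* was at 43.4 ± 3.32 CPM in sham rats and 27.0 ± 10.7 in SNI-NP rats (SD, n = 3 per group), and all 3 SNI-NP rats lay below all 3 sham rats. The log2 fold change was -0.69 (standard error 0.27, unadjusted p = 0.0369, adjusted p = 0.444) by edgeR's quasi-likelihood test. It stayed between -1.02 and -0.43 when each library was left out in turn, and the unadjusted p was under 0.05 in 2 of those 6 fits, those without Sham replicate 3 and without SNI-NP replicate 1, where the log2 fold change was -0.77 and -1.02. *Dnajc28* was at 2.31 ± 0.631 CPM in sham rats and 1.16 ± 0.00799 in SNI-NP rats (SD, n = 3 per group), where its counts were 20, 21 and 20. Its log2 fold change was -0.99 (standard error 0.32, edgeR adjusted p = 0.436), and -0.74 without Sham replicate 2, where the unadjusted p was 0.0631. *Ccdc40* rose from 5.12 ± 0.32 to 7.27 ± 1.15 CPM (SD, n = 3 per group), a log2 fold change of 0.51 with a standard error of 0.20 and an edgeR adjusted p of 0.442. Its unadjusted p was under 0.05 in 1 of the 6 fits that each left out 1 library, the fit without SNI-NP replicate 2, where the log2 fold change was 0.63.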

Immunofluorescence analysis further validated that *Jmjd1c* protein was down-regulated in NP rats (Fig. 3E). Dual immunofluorescence staining results showed that *Jmjd1c* was primarily expressed in the NeuN (neuron cell)-positive cells, partially expressed in the lba1 (microglial cell)-positive cells and negatively expressed in the GFAP (astrocyte cell)-positive cells (Fig. 3F). Next, we utilized JQ1, which inhibits *BRD4*, to interfere with the activity of SEs. As a result, a marked decrease in *Jmjd1c* expression was observed in RN-sc cells exposed to JQ1 (Fig. 3G). The above results suggest that *Jmjd1c* may be a key gene associated with SE in the progression of NP.

**Figure 3:**
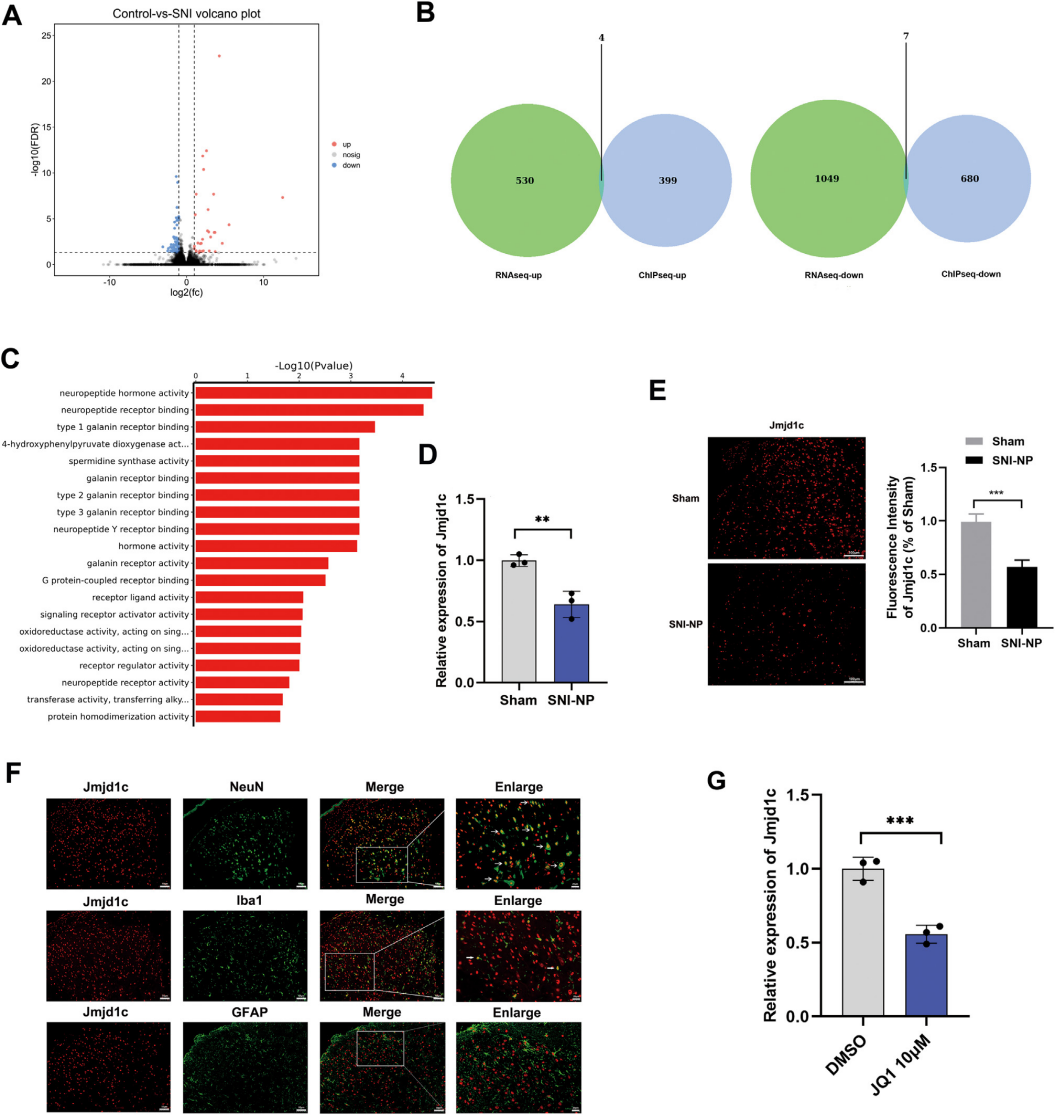
*Jmjd1c* is regulated by SEs and located at neuron cells. **(A)** The volcano plot showed the differential expressed RNAs between tissue samples from NP rats and sham rats. **(B)** Integrated analysis of chromatin immunoprecipitation sequencing data and RNA sequencing data yielded a total of 11 differentially expressed super-enhancer-related genes, including four up-regulated genes and seven down-regulated genes. **(C)** GO analysis of the SE-associated RNAs revealed an enrichment of neuropeptide-related regulation. **(D)** The expression of *Jmjd1c* mRNA was detected by quantitative PCR. **(E)** The *in-situ* expression of *Jmjd1c* protein was detected via immunofluorescence. **(F)** Dual immunofluorescence staining showed the expression of *Jmjd1c* in neuron cells, microglial cells, and astrocyte cells, respectively. **(G)***Jmjd1c* expression levels in human RN-sc cells treated by JQ1 were measured by quantitative PCR. The statistical results were presented as mean ± standard deviation. Student's *t*-test was used to determine the significance of the differences between the two groups. The asterisks indicate significance values (∗∗*P* < 0.01, ^∗∗∗^*P* < 0.001). NP, neuropathic pain; GO, gene ontology; SEs, super-enhancers.

### *KLF15* activates *Jmjd1c* transcription by binding to its SE

Given that SEs frequently recruit core transcription factors to activate the target gene transcription, we sought to find the potential transcription factors. Among the predicted transcription factors, we focused on *KLF15*, which was reported to participate in pain-related diseases^19^ (Fig. 4A). By generating *KLF15* specific overexpressing and silencing vectors, we proved that *KLF15* positively regulated *Jmjd1c* expression at both transcript and protein levels (Fig. 4B–E). To determine how *KLF15* contributed to the activity of *Jmjd1c*-SE, we inserted three *KLF15*-specific DNA sequences (E1, E2, and E3) into the pGL3-Basic plasmid (Fig. 4F). A luciferase reporter assay was performed to quantify their enhancer activities, and the results revealed that E2 and E3, but not E1, exhibited significantly elevated enhancer activities compared with the control vector (Fig. 4G). Importantly, knocking down *KLF15* expression in RN-sc cells led to a reduction in the enhancer activities of E2 and E3 (Fig. 4H). In addition, the ChIP-qPCR assay further confirmed that *KLF15* was enriched in E2 and E3 elements, but not in E1 element in both RN-sc cells and SNI rats (Fig. 4I).

**Figure 4:**
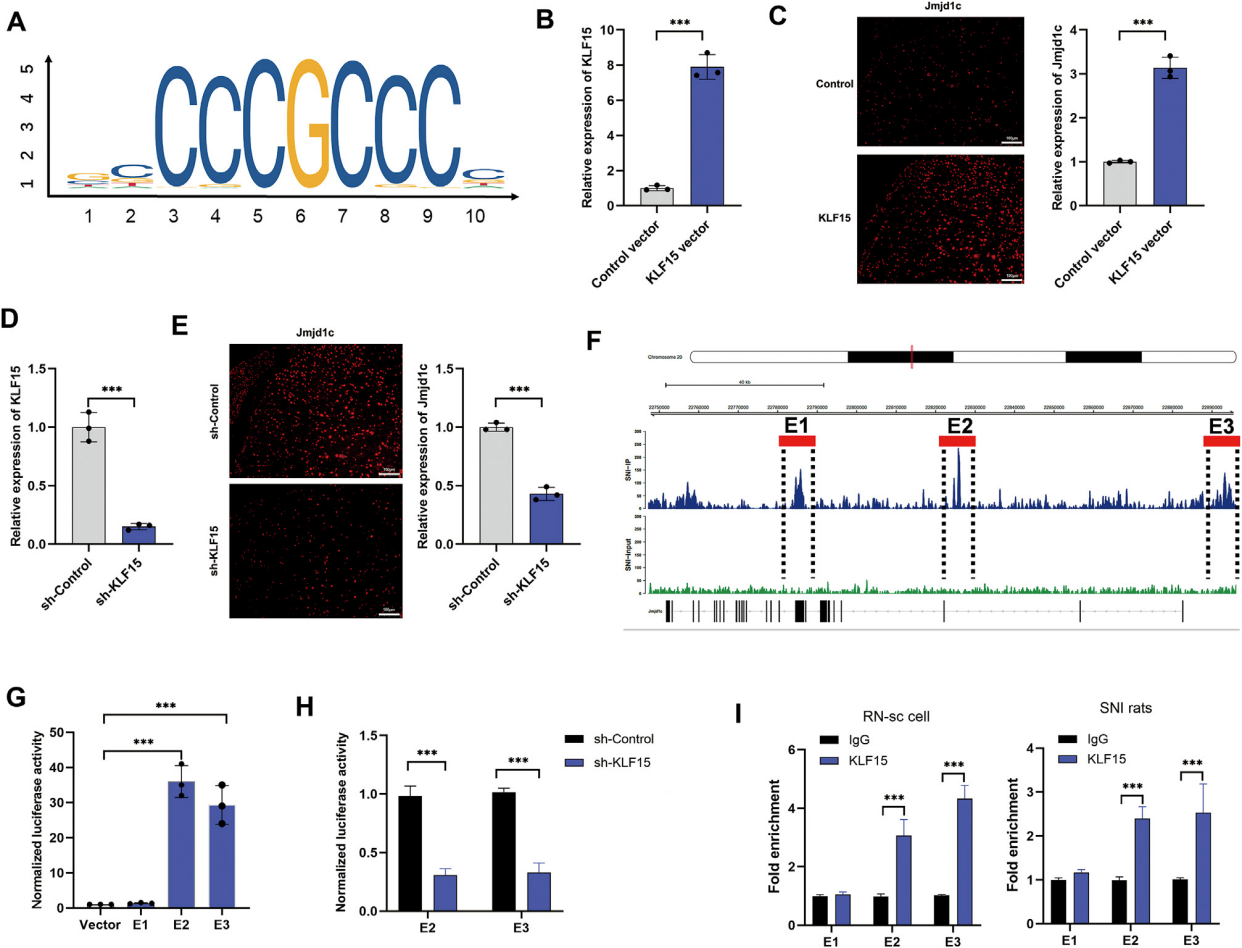
*KLF15* enriches at *Jmjd1c*-SE and promotes the expression of *Jmjd1c*. **(A)** The binding site motif of transcription factor *KLF15*. **(B)** Quantitative PCR was performed to detect the overexpression efficiency of *KLF15* in RN-sc cells. **(C)** Immunofluorescence was used to detect the protein level of *Jmjd1c* upon overexpression of *KLF15*. **(D)** Quantitative PCR was used to detect the knockdown efficiency of *KLF15* in RN-sc cells. **(E)** Immunofluorescence detection showed the expression of *Jmjd1c* after knocking down *KLF15* expression. **(F)** Genome browser tracks showed three potential binding regions of *KLF15* and *Jmjd1c*. **(G)** RN-sc cells were co-transfected with three potential KLF15-specific elements (E1, E2, and E3) and *Jmjd1c*, and luciferase activity was determined using a dual-luciferase assay system. **(H)** Dual-luciferase assay showed the luciferase activity changes of KLF15-specific elements (E2 and E3) in RN-sc cells after knocking down *KLF15*. **(I)** Chromatin immunoprecipitation-quantitative PCR was performed on RN-sc and SNI rats to evaluate the binding ability of *KLF15* to E1, E2, and E3 elements of *Jmjd1c*-SE. The statistical results were presented as mean ± standard deviation. Student's *t*-test was utilized to evaluate the differences between the two groups. The asterisks indicate significance values (^∗∗∗^*P* < 0.001).

### *Jmjd1c* suppress NP progression in SNI rat model

To verify the functional significance of *Jmjd1c*, we designed oligonucleotides mimicking *Jmjd1c* and overexpressed *Jmjd1c* via intrathecal administration of SNI rats at time point as indicated by the flow chart (Fig. S1). As shown, after intrathecal injection of the *Jmjd1c* mimic, the expression levels of *Jmjd1c* were markedly elevated in rat spinal cord tissues at both transcript and protein levels (Fig. 5A, B; Fig. S3A). Moreover, enhanced *Jmjd1c* elevated PWT and suppressed NSF in SNI rats (Fig. 5C). Consistently, the expression levels of the three cytokines were also suppressed after injection of *Jmjd1c* vector (Fig. 5D). On the other hand, we silenced *Jmjd1c* in sham rats by intrathecal injection of respective silencing vector (Fig. 5E, F; Fig. S3B). The results showed that suppression of *Jmjd1c* promoted NP behavior, including suppressed PWT and increased NSF (Fig. 5G). Meanwhile, related inflammatory factors, such as IL-6, TNF-α, and IL-1β were also significantly up-regulated according to ELISA results (Fig. 5H).

**Figure 5:**
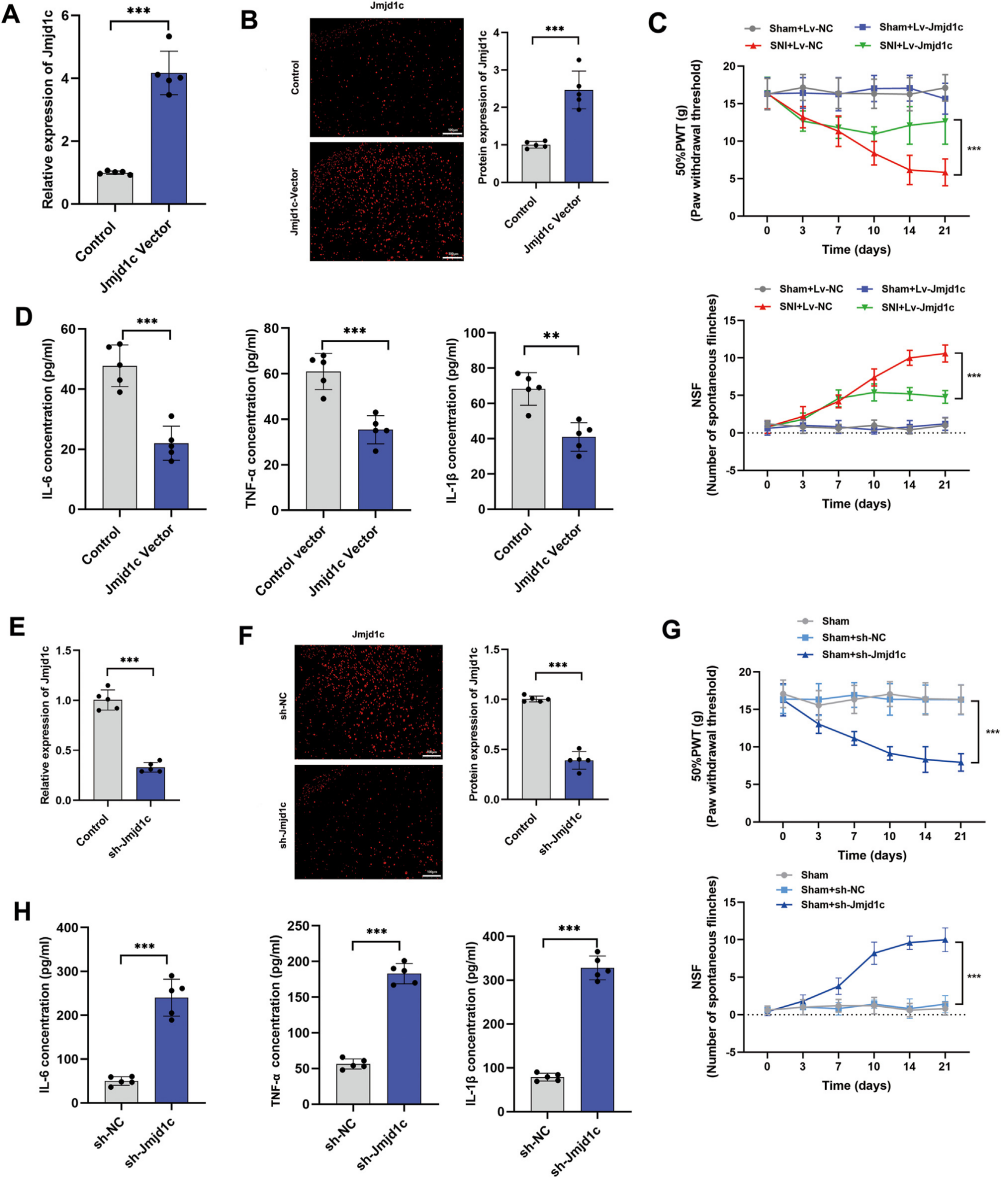
*Jmjd1c* plays a suppressive role in NP progression. **(A)** Quantitative PCR showed that the relative expression of *Jmjd1c* mRNA was increased in *Jmjd1c*-overexpressing rats. **(B)** Immunofluorescence detection showed that the protein expression of *Jmjd1c* was increased in *Jmjd1c*-overexpressing rats. **(C)** PWT (upper) and NSF (lower) analyses indicated that *Jmjd1c* overexpression significantly alleviated the symptoms of NP in SNI rats, but showed no effect on sham rats. **(D)** ELISA was performed to detect the expression levels of IL-6, TNF-α, and IL-1β in SNI rats overexpressing *Jmjd1c*, and a significantly decreased expression of these markers was identified. **(E)** Quantitative PCR detection showed the relative expression changes of the *Jmjd1c* in Jmjd1c-overexpressing rats. **(F)** Immunofluorescence detection showed that the protein expression of *Jmjd1c* was decreased after knocking down *Jmjd1c* expression. **(G)** PWT (upper) and NSF (lower) analyses showed that silencing of *Jmjd1c* significantly induced the NP in sham rats. **(H)** The expression of inflammatory markers (IL-6, TNF-α, and IL-1β) was detected via ELISA, and the expression of three markers was significantly increased in *Jmjd1c*-silencing sham rats. The statistical results were presented as mean ± standard deviation. Student's *t*-test was used to evaluate the difference between the two groups. The asterisks indicate significance values (^∗∗∗^*P* < 0.001). NP, neuropathic pain; PWT, paw-withdrawal threshold; NSF, the number of spontaneous flinches; SNI, spared nerve injury; ELISA, enzyme-linked immunosorbent assay.

### *Jmjd1c* suppressed NP via positive regulation of *Socs3* expression

To verify the target of *Jmjd1c*, we screened the differentially expressed genes according to our RNA-seq data. 

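In the RNA-seq data *Socs3*, which encodes suppressor of cytokine signaling 3, had counts of 41, 53 and 67 in the sham rats and 44, 63 and 59 in the SNI-NP rats. The level was 3.12 ± 0.728 CPM in sham rats and 3.15 ± 0.538 in SNI-NP rats (SD, n = 3 per group). The log2 fold change was 0.02 (standard error 0.28, adjusted p = 0.988 from edgeR's quasi-likelihood test), so the difference was smaller than the spread between rats. DESeq2 gave a log2 fold change of 0.01 with an adjusted p of 0.997. The log2 ratio of the mean FPKM values, 3.61 in SNI-NP rats and 3.66 in sham rats, was -0.02. When each library was left out in turn, the fitted log2 fold change lay between -0.14 and 0.18.

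**Figure D4:**
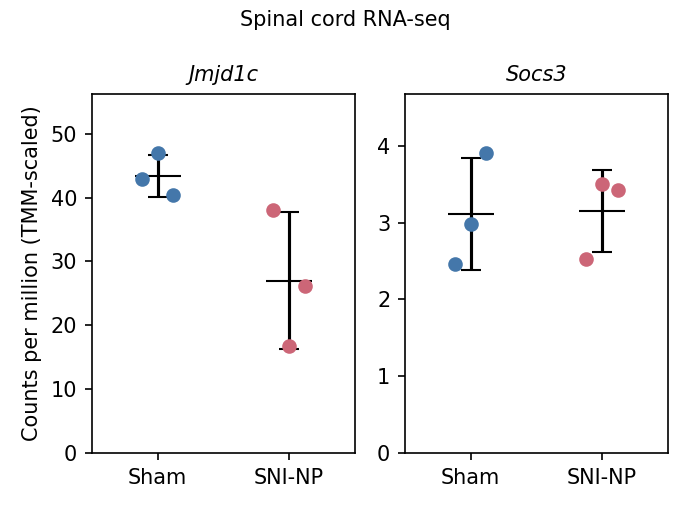
TMM-scaled CPM of *Jmjd1c* and *Socs3* in the spinal cord of each sham and SNI-NP rat. Points are single rats, horizontal bars are the means of 3 rats and error bars are SDs, and the *Socs3* values of the groups overlap.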

Particularly, *Socs3* attracted our attention since it is down-regulated in the NP rat group and potently proved to suppress NP progression.^20^ Thus, we hypothesized that *Jmjd1c* may participate in the SNI regulation by regulating the expression of *Socs3*. To verify this hypothesis, we detected the expression of *Socs3*. The results indicated that both *Socs3* mRNA and protein expression were reduced in the spinal cord tissues of SNI-NP rats relative to sham rats (Fig. 6A, B). Double-immunofluorescence assay confirmed that *Socs3* was co-distributed with *Jmjd1c* in spinal cord tissues (Fig. 6C). When *Jmjd1c* was overexpressed by intrathecal injection of corresponding lentivirus vectors into SNI-NP rats, *Socs3* expression was notably increased in the spinal cord tissues (Fig. 6D, E). Consistently, *Sosc3* was silenced when sh-*Jmjd1c* was injected at both transcript and protein levels (Fig. 6F, G).

**Figure 6:**
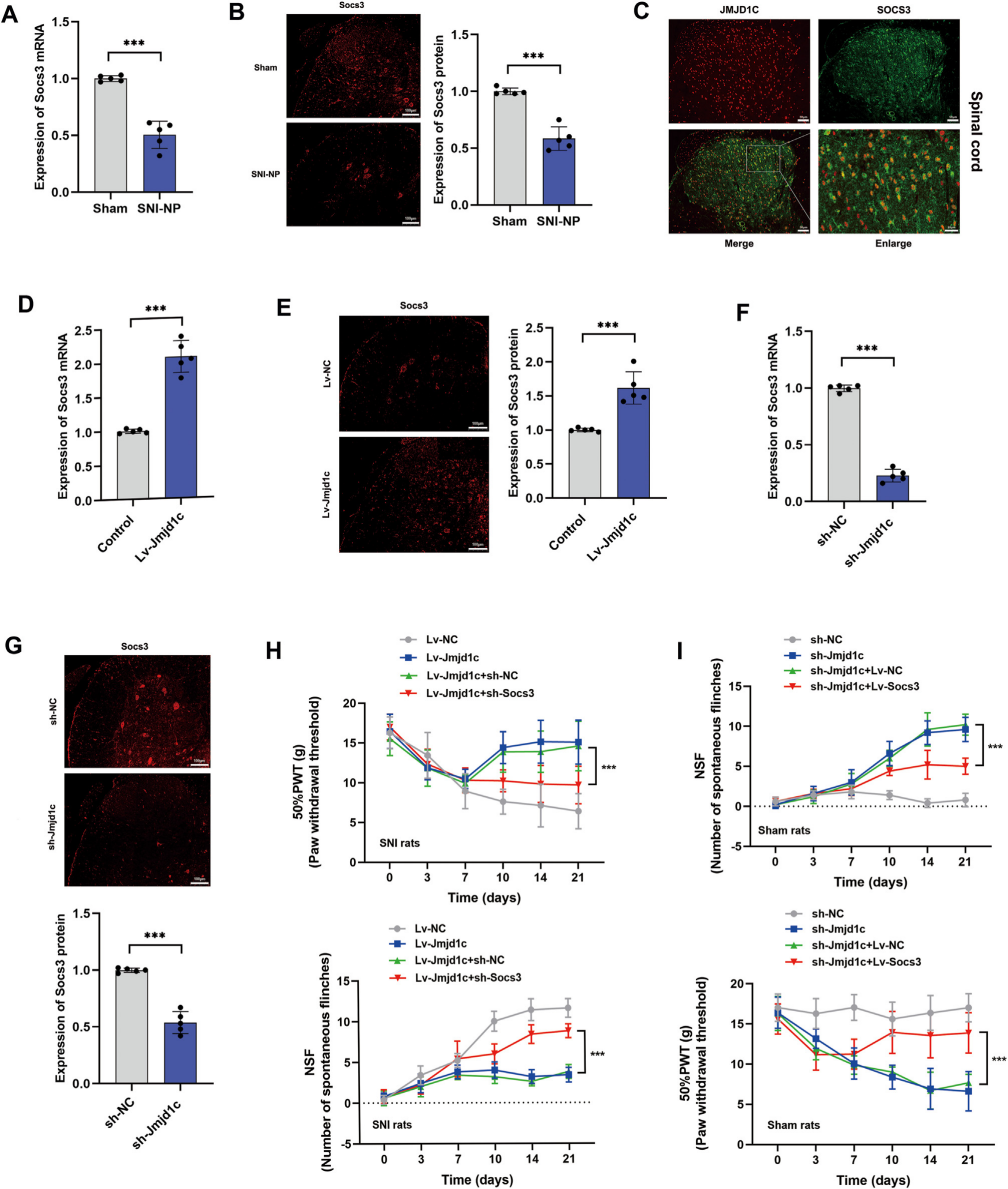
*Jmjd1c* suppresses NP via regulating *Socs3* expression. **(A)** Quantitative PCR showed that the relative expression of *Socs3* mRNA was decreased in SNI-NP rats. **(B)** Immunofluorescence detection showed that the protein expression of *Socs3* was decreased in SNI-NP rats. **(C)** Double-immunofluorescence assay showed the co-localization of *Jmjd1c* (Cy3-labelled, red) and *Socs3* (Alexa488-labelled, green) in spinal cord tissues. **(D)** The mRNA levels of *Socs3* after *Jmjd1c* overexpression in spinal cord tissues were determined by quantitative PCR and its expression was increased. **(E)** The protein levels of *Socs3* after *Jmjd1c* overexpression in spinal cord tissues were detected by immunofluorescence and the expression of *Socs3* protein was increased. **(F)** Quantitative PCR showed that the mRNA levels of *Socs3* in *Jmjd1c*-silencing NP rats were decreased. **(G)** Immunofluorescence detection showed that the *Socs3* protein levels in *Jmjd1c*-silencing NP rats were decreased. **(H)** PWT (upper) and NSF (lower) analyses proved that silencing of *Socs3* could effectively reverse the effects on PWT caused by *Jmjd1c* overexpression. **(I)** PWT (upper) and NSF (lower) analyses indicated that overexpression of *Socs3* could effectively reverse the effects on PWT caused by *Jmjd1c* knockout. The statistical results were presented as mean ± standard deviation. Student's *t*-test was used to determine the significance of the differences between the two groups. The asterisks indicate significance values (^∗∗∗^*P* < 0.001). NP, neuropathic pain; SNI, spared nerve injury; PWT, paw-withdrawal threshold; NSF, the number of spontaneous flinches; ELISA, enzyme-linked immunosorbent assay.

Next, we performed rescue experiments to verify whether *Jmjd1c* regulated the NP process via targeting *Socs3*. As shown in Figure 6H, overexpression of *Jmjd1c* suppressed NP, as evidenced by elevated PWT and suppressed NSF, however, this effect was dramatically attenuated by co-treatment with injection of *Socs3* silencing vectors. Consistently, enhanced *Socs3* significantly reversed the promoted NP status caused by *Jmjd1c* knockdown (Fig. 6I). The above data suggest that *Jmjd1c* exerted its anti-NP effect via targeting *Socs3* expression.

### *Jmjd1c* up-regulates *Socs3* by promoting H3K9 demethylation at *Socs3* promoter region

It has been previously reported that *Jmjd1c* can modulate the expression of target genes by mediating histone enrichment, such as through H3K9 demethylation.^21^ To verify whether *Jmjd1c* positively regulated *Socs3* expression via increasing the activity of H3K9 demethylation, we performed a ChIP analysis. As shown, the enriched level of *Jmjd1c* at *Socs3* promoter was significantly lower in NP rat tissues compared with sham ones (Fig. 7A). Meanwhile, the enrichment of *Jmjd1c* at *Socs3* promoter was significantly increased in rats injected with *Jmjd1c* vector (Fig. 7B). In addition, overexpression of *Jmjd1c* could suppress the enrichment level of H3K9me1 at *Socs3* promoter region (Fig. 7C). These data suggest that *Jmjd1c* may up-regulate *Socs3* expression via demethylation of H3K9 at promoter region.

**Figure 7:**
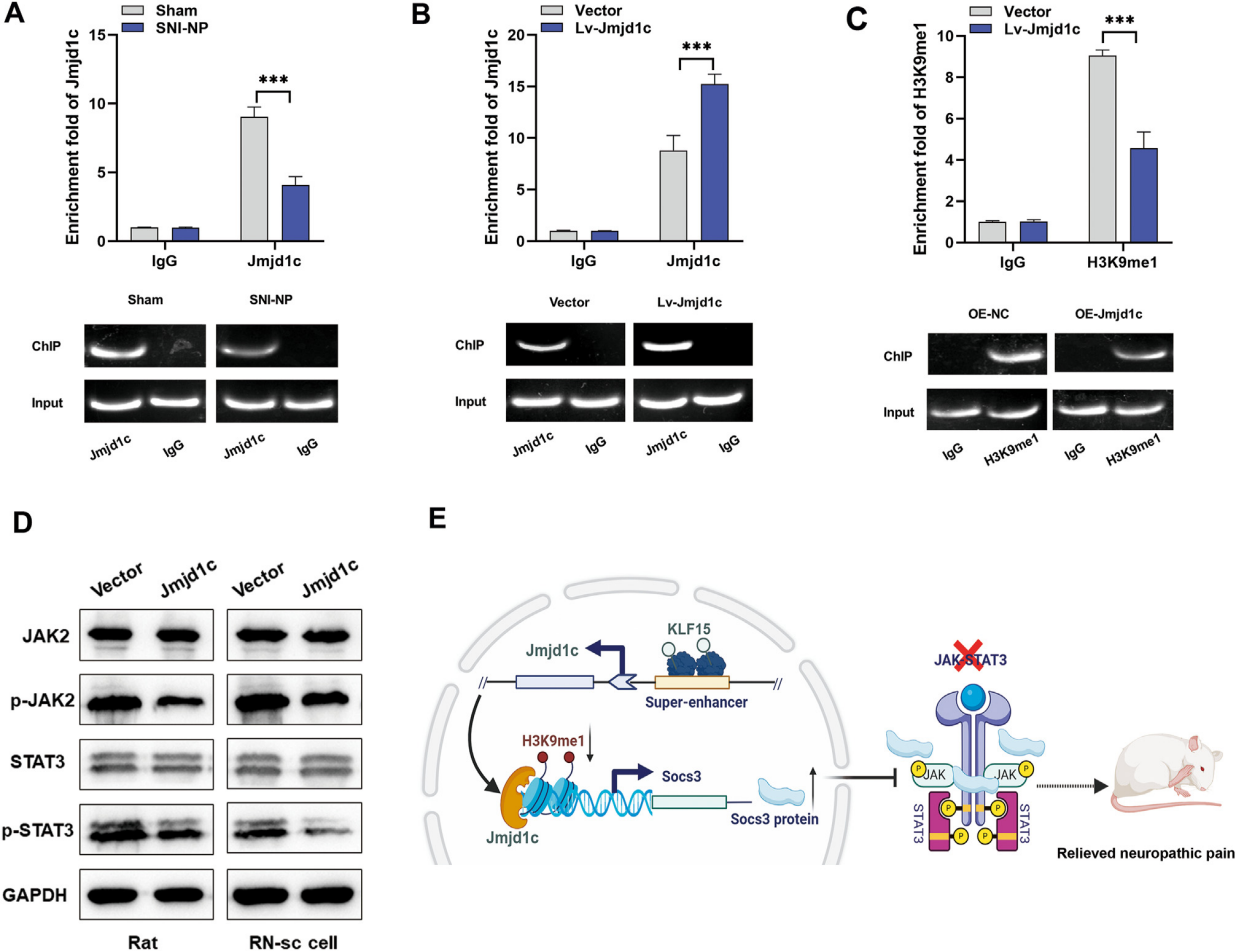
*Jmjd1c* inhibits NP progression via promoting H3K9 demethylation at the *Socs3* promoter region. **(A)** Chromatin immunoprecipitation analysis revealed that the enriched level of *Jmjd1c* in the promoters *Socs3* was significantly lower in SNI-NP rat tissues than those of sham rats. **(B)** Chromatin immunoprecipitation analysis showed that the enriched level of *Jmjd1c* at the *Socs3* promoter region was significantly higher in *Jmjd1c*-overexpressing rats. **(C)** Chromatin immunoprecipitation analysis indicated the enriched level of H3K9me1 at the *Socs3* promoter region was significantly lower in *Jmjd1c*-overexpressing rats. **(D)** Western blotting analysis showed the *Jmjd1c* suppressed the phosphorylation levels of *JAK2* and STAT3. **(E)** The schematic model for the mechanisms of *Jmjd1c* in NP progression. The statistical results were presented as mean ± standard deviation. Student's *t*-test was used to compare the means from two different data sets. The asterisks indicate significance values (^∗∗∗^*P* < 0.001). NP, neuropathic pain.

It has been reported that *Socs3* suppressed the NP process via the inactivation of the *JAK/STAT3* pathway.^22^ To reveal whether *Jmjd1c* exerted its function through the regulation of *JAK2* and *STAT3* phosphorylation, we analyzed the expression level of related proteins. Our results showed that enhanced *Jmjd1c* suppressed the phosphorylation levels of *JAK2* and *STAT3* in RN-sc cells and SNI-rat (Fig. 7D).

## Discussion

Since NP seriously influences patients' quality of life, it is essential to understand the molecular mechanism of NP and develop effective therapeutic strategies. In this study, we focused on NP progression and explored how SE-associated epigenetic alterations were involved in the regulation of pain behavior. We identified that *KLF15* activated *Jmjd1c* transcription by binding to its SE, and *Jmjd1c* inhibited NP by positively regulating *Socs3* expression. Moreover, *Jmjd1c* suppressed the phosphorylation levels of *JAK2* and *STAT3* in the NP process (Fig. 7E). Our study demonstrated that *Jmjd1c* could act as an essential suppressor in NP via targeting *Socs3/JAK/STAT3* regulatory pathway.

NP remains one of the clinically challenging problems troubling human health, and the exact molecular and signaling mechanisms are not yet fully understood. SEs refer to tissue- and cell-specific genomic domains consisting of activated enhancer clusters, that recruit core regulatory circuitry transcription factors to mediate transcriptional dysregulation in many diseases, including cancer, alcoholic hepatitis, and cardiac regeneration.^23^, ^24^, ^25^ It has been reported that the activity of a spinal-specific SE, located upstream of the *Ntmt1* and *Prrx2* genes, was significantly increased in the dorsal horn of mice with NP. Mechanism experiment revealed that this spinal-specific SE is involved in the body's response to NP via driving expression of *Ntmt1* and *Prrx2*.^10^ But the regulatory role of SEs in NP progression is still poorly understood. Since the NP rat model provides a suitable research strategy for preclinical pain research.^26^ In our study, we first constructed the SNI-NP rat model and set out to define the enhancer landscapes in the spinal cord tissues of rats with NP. Interestingly, the abundance of H3K27ac-associated peaks was lower in the NP group compared with the sham group, we suspect that this may indicate reduced expression of key transcription factors that inhibit pain. Importantly, our data indicated that some well-known transcription factors, such as *KLF15*,^27^ *Myb44*,^28^ *Sox3*,^29^ and *HOXA1*,^30^ were found to be associated with NP-related SEs, supporting the functionality of SEs in NP. Complementary analysis of different platforms is essential to obtain a more comprehensive dataset related to the diseases.^31^ With integrative ChIP-seq and RNA-seq data, GO analysis revealed that the SE-associated genes may play essential roles in NP progression via affecting pain-related signaling pathways, such as “neuropeptide hormone activity”, “neuropeptide receptor binding”, and “neuropeptide receptor activity”, providing a theoretical basis for SEs to participate in the transcriptional activation of pain-related genes.

There is an urgent need to analyze the mechanism of NP progression and develop new targeted drugs. Previous studies have shown that *BRD4* plays a critical role in SE regulation and disease development,^32^, ^33^, ^34^ we tested directly whether *BRD4* inhibition influenced the activation of NP-related SEs in RN-sc cells. Strikingly, activation of *Jmjd1c* is dependent on *BRD4*, enhancing the therapeutic potential of *BRD4* inhibitors in treating NP patients. IL-6, TNF-α, and IL-1β are essential pain-related chemokines.^35^ Our analyses revealed that *Jmjd1c* was responsible for the induction of these pro-inflammatory factors. Previous studies found that SEs could recruit high levels of tissue-specific transcription factors and co-activators to regulate the expression of target genes.^36^ *KLF15*, a member of the zinc-finger family of transcription factors,^37^ may be involved in NP in mouse models.^38^ Based on our positional motif analysis, *KLF15* was found to activate *Jmjd1c* transcription by binding to its SE. According to this observation, we assume that Jmjd1c-SE inhibits NP progression by regulating key gene expression through the recruitment of *KLF15*, which might reveal one mechanism for how SEs participate in NP through transcription factors.

*Socs3* is one of the most essential negative feedback regulation transcription factors, inhibiting the inflammatory response and thus relieving inflammatory pain.^39^ Consistently, *Jmjd1c* was shown to interact with *Socs3*, and enhanced *Socs3* could significantly reverse the promoted NP status caused by *Jmjd1c* knockdown in our study. H3K9 histone demethylases are an important epigenetic regulator that controls chromatin structure and gene expression. It has been reported that *Jmjd1c* is a H3K9 demethylase,^40^ which is involved in the regulation of abnormal metabolic processes in different diseases such as leukemia and esophageal cancer.^41^^,^^42^ Therefore, it can be inferred that *Jmjd1c* plays an important role in the regulation of *Socs3* expression in the SNI-NP rat model. Subsequently, our results verified that *Jmjd1c* up-regulated *Socs3* via promoting the H3K9 demethylation of the *Socs3* promoter region both *in vivo* and *in vitro*. Due to the critical role of *JAK-STAT3* pathway in the spinal astrocyte proliferation and NP maintenance in rats,^13^ we detected the expression of related proteins and observed enhanced *Jmjd1c* suppressed the phosphorylation levels of *JAK2* and *STAT3* in the present study, which is consistent with previous reports that *Socs3* is an inhibitor of the *JAK/STAT3* pathway.^43^^,^^44^ Our data suggest a distinct role for *Jmjd1c* in the regulation of *Socs3* in modulating NP response in rats. It should be noted that there are still many other downstream target genes of *Jmjd1c* that are worthy of future investigation.

This study has certain limitations. Although we have preliminarily explored the functional role of Jmjd1c-SE and characterized its regulatory pathway *Jmjd1c/Socs3/JAK/STAT3*, these studies are insufficient. Therefore, in our subsequent research endeavors, it is necessary to further elucidate the combined effects of other pain-related SEs and their associated regulatory pathways in the pathogenesis and development of NP.

In conclusion, to our knowledge, we have mapped the SEs landscape for the first time in a rat model of NP. Additionally, we have also observed a reduction in SE-Jmjd1c in the NP model, and *Socs3* is an important upstream regulator of the *JAK/STAT3* signaling pathway, contributing significantly to NP progression. The findings of this preclinical research provide important evidence for the potential of *Jmjd1c* as a novel target for the treatment of NP. This study broadens our understanding of SEs, emphasizes the value of epigenomic analysis in rat models of NP, and further supports the need to identify SEs associated with NP to discover new therapeutic target genes.

## Ethics declaration

The study was rigorously examined and approved by the Animal Experiment Committee of The Second Hospital of Shandong University and strictly adhered to the standards set by the International Association for the Study of Pain.

## Funding

This work was supported by Shandong Provincial Natural Science Foundation (China) (No. ZR2021QH063).

## CRediT authorship contribution statement

**Le Zhang:** Data curation, Funding acquisition, Writing – original draft, Writing – review & editing. **Yan Xie:** Data curation, Methodology, Writing – original draft, Writing – review & editing. **Shun Wang:** Formal analysis, Resources. **Moxuan Gong:** Formal analysis, Investigation. **Zheping Chen:** Conceptualization, Data curation. **Chuanxin Wang:** Conceptualization, Project administration. **Peilong Li:** Project administration, Writing – original draft, Writing – review & editing.

## Conflict of interests

The authors declared no conflict of interests.

# Supplementary material for: Enhancer profiling uncovers Jmjd1c as an essential suppressor in neuropathic pain by targeting Socs3
**Source:** Genes Dis. 2025 Jan 23;12(5):101545. doi: 10.1016/j.gendis.2025.101545
**Supplement:** Multimedia component 1

**Supplementary Materials**

**Supplementary figures**
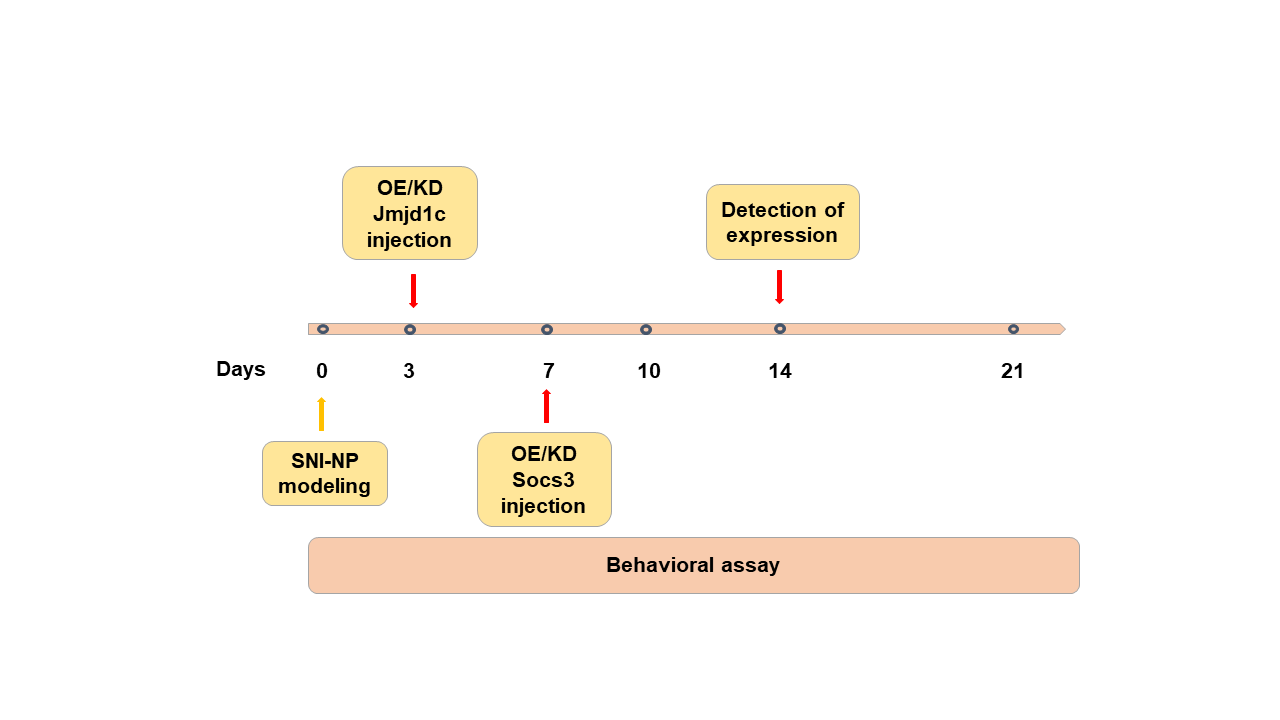

**Supplementary Fig.** **S1:** The flow chart of manipulations of detailed processing timeline of SNI-NP rats.

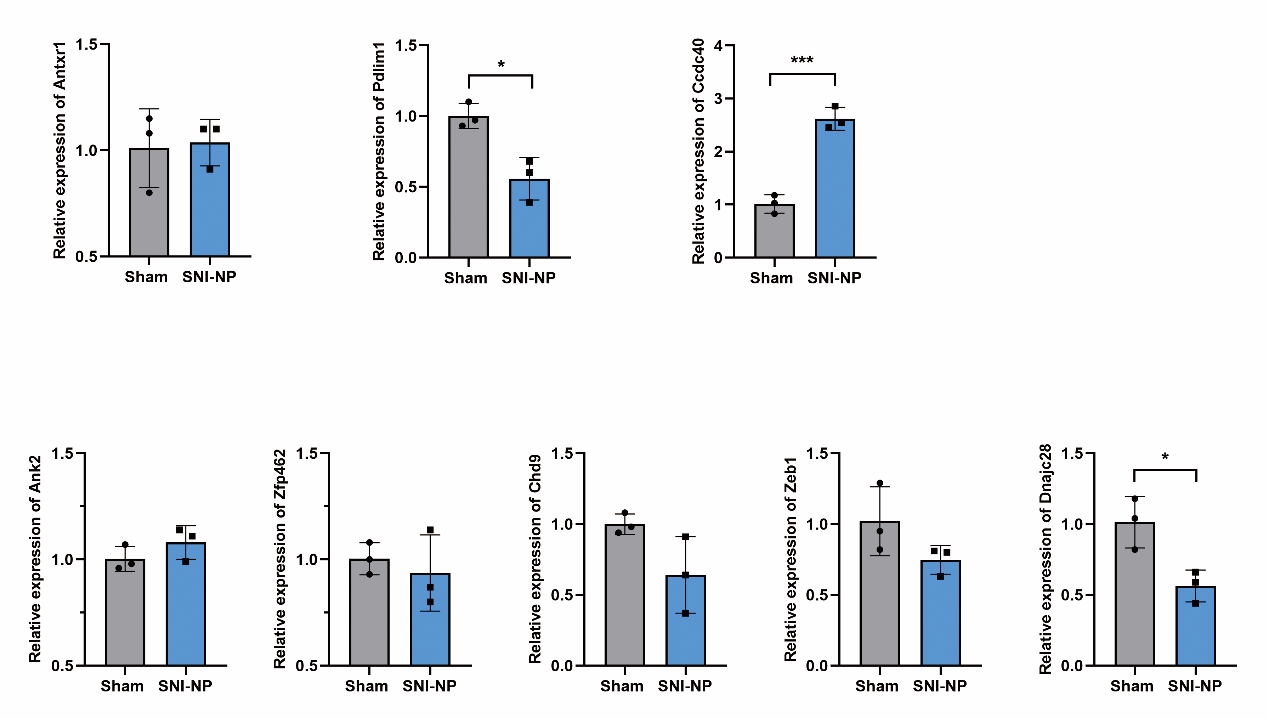

**Supplementary Fig. S2:** The expression of Antxr1, Pdlim1, Ccdc40, Ank2, Zfp462, Chd9, Zeb1, and Dnajc28 genes were detected by qPCR. *P<0.05, ***P<0.001.

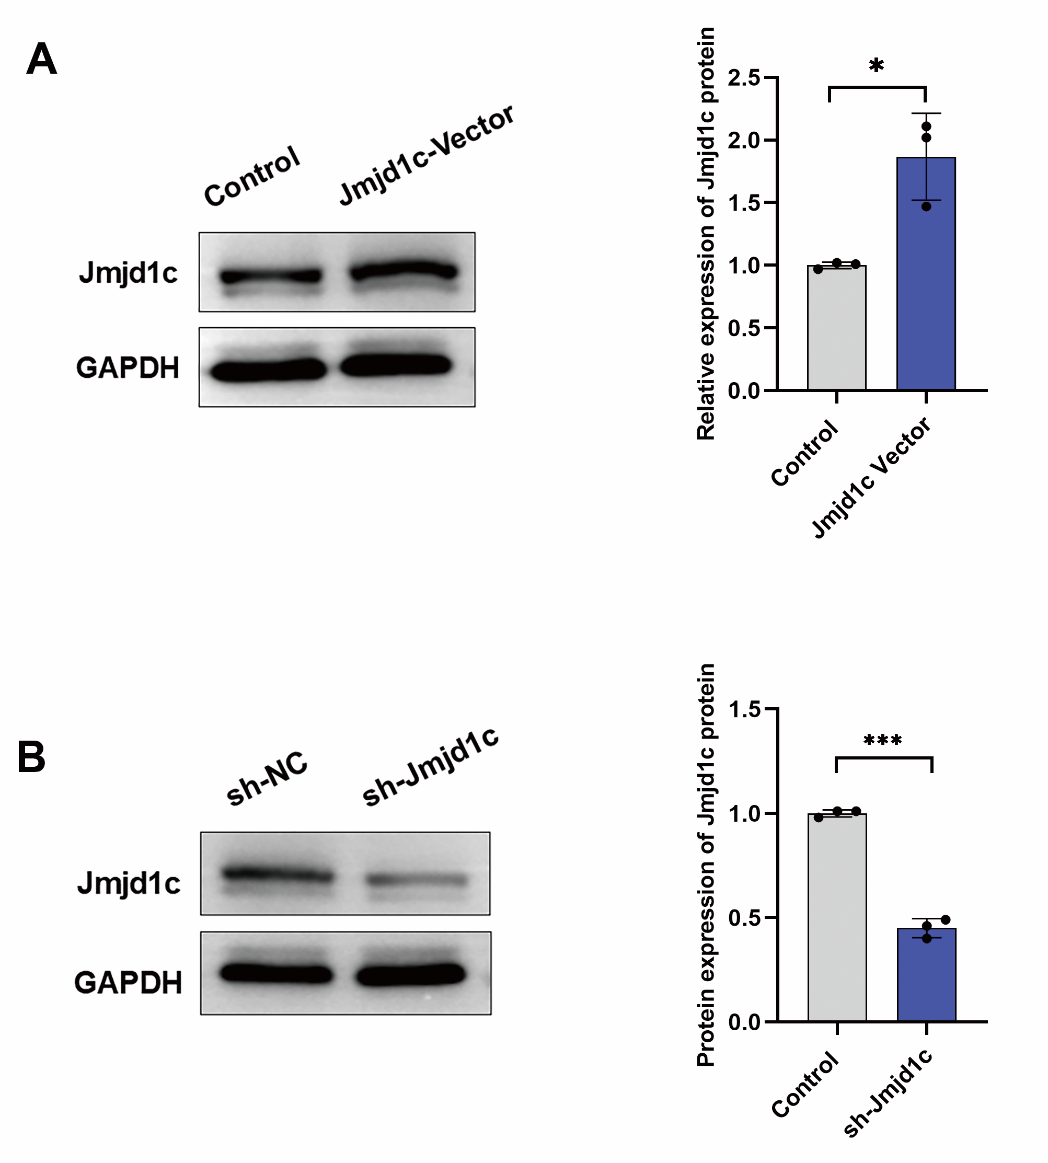

**Supplementary Fig. S3:** The expression of Jmjd1c protein in spinal cord of rats from respective groups were detected by western blot analysis. *P<0.05, ***P<0.001.

# Supplementary material for: Enhancer profiling uncovers Jmjd1c as an essential suppressor in neuropathic pain by targeting Socs3
**Source:** Genes Dis. 2025 Jan 23;12(5):101545. doi: 10.1016/j.gendis.2025.101545
**Supplement:** Multimedia component 2

**Supplementary Table S1. Sequences for shRNAs**

| **Gene** | **Sequence (5’-3’)** |
| --- | --- |
| KLF15 | Sense CAGCAGCAGAACTTCTCAA |
|  | Antisense TTGAGAAGTTCTGCTGCTG |
| Jmjd1c | Sense GCCTCCACCTTTGATTAAA |
|  | Antisense TTTAATCAAAGGTGGAGGC |
| Socs3 | Sense GCTTTGACTGTGTACTCAA |
|  | Antisense TTGAGTACACAGTCAAAGC |

**Supplementary Table S2. Primers used for qPCR**

| **Gene** | **Sequence (5’-3’)** |
| --- | --- |
| Jmjd1c | Forward: AAACGAGCACTTCACGGTCTAT |
|  | Reverse: GGAAAGGATGCTGGCTCAAG |
| Antxr1 | Forward: TCCATCCTGGCGATTGCTCT |
|  | Reverse: TAAGAGGCGTCTACCGTGGG |
| Pdlim1 | Forward: AATCAAGGGCTGCGTAGACA |
|  | Reverse: AGCAGGTGAGGCGGTAAATG |
| Ccdc40 | Forward: GAAGCCCAGAAGATACCCTCAT |
|  | Reverse: GAGGGGAGGCAGAGTTGAAG |
| Chd9 | Forward: CAAACCAGACCCTTTAGTGCC |
|  | Reverse: ACTCTGTCCTTCCGTAGCCA |
| Ank2 | Forward: TCGCATCAAACAGGACAGCA |
|  | Reverse: GTGACTATTGGGCTGAAGGTTG |
| Dnajc28 | Forward: GACCGAGCAGGTGATGGAATA |
|  | Reverse: GGTTTTCCTTTCCCGCTGAG |
| Zeb1 | Forward: AGCACTATGACCCAGAGCACC |
|  | Reverse: ACAGAATCGGCAATCTTGGTGA |
| Zfp462 | Forward: CGAGGACAATGATGATGAGCC |
|  | Reverse: GTTGGTTGGTTTGGGATTAGGG |
| KLF15 | Forward: CTTCTCGTCACCGAAATGCC |
|  | Reverse: AAATCCAAGATGCTGCCCTG |
| Socs3 | Forward: TCTTTACCACCGACGGAACC |
|  | Reverse: CGACAAAGATGCTGGAGGGT |
| GAPDH | Forward: CATGACCACAGTCCATGCCA |
|  | Reverse: CAGGGATGATGTTCTGGGCT |

**Supplementary Table S3. Detailed information of antibodies used in Immunofluorescence staining and ChIP analysis**

| **Antibody** | **Source** | **Catalog number** | **Working dilution** |
| --- | --- | --- | --- |
| anti-Jmjd1c antibody for immunofluorescence | Abclonal, China | A20153 | 1:200 |
| anti-NeuN antibody | Abcam, USA | ab104224 | 1:200 |
| anti-GFAP antibody | Cell Signal Technology, USA | 3670S | 1:200 |
| anti-IBA1 antibody | Abcam, USA | ab5076 | 1:200 |
| anti- Socs3 antibody | Abclonal, Wuhan, China | A0694 | 1:200 |
| Goat anti-rabbit IgG labeled with Alexa Fluor 488 | Servicebio, China | GB25303 | 1:500 |
| Goat anti-rabbit IgG labeled with Alexa Fluor 594 | Servicebio, China | GB28301 | 1:500 |
| anti-Jmjd1c antibody for ChIP | EMD Millipore, USA | 17-10262 | 1:100 |
| anti-H3K9me1 antibody for ChIP | Abcam, USA | Ab9045 | 1:100 |
| anti-KLF5 antibody for ChIP | Abcam, USA | Ab277775 | 1:100 |

**Supplementary Table S4. Detailed information of antibodies used in Western blot**

| **Antibody** | **Source** | **Catalog number** | **Working dilution** |
| --- | --- | --- | --- |
| anti-GAPDH antibody | Cell Signal Technology, USA | 3670S | 1:1000 |
| anti-Jmjd1c antibody | Abclonal, China | A20153 | 1:200 |
| anti-JAK2 antibody | HUABIO, China | ET1607-35 | 1:500 |
| anti-P-JAK2 antibody | HUABIO, China | ET1607-34 | 1:500 |
| anti-STAT antibody | Cell Signal Technology, USA | 9139S | 1:1000 |
| anti-P-STAT antibody | Cell Signal Technology, USA | 9145T | 1:2000 |
| goat anti-rabbit IgG | Jackson | 111-035-144 | 1:5000 |
| goat anti-mouse IgG | Jackson | 115-005-003 | 1:5000 |

How the deposited data were processed for this re-analysis (not part of the article)

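RNA-seq of spinal cord tissue was analysed in 3 sham rats and 3 SNI-NP rats, each library counted as 1 replicate. The groups come from the sample labels and the paper. The H3K27ac ChIP-seq, the qPCR, the ELISA and the imaging of the paper were not analysed here.

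The authors deposited estimated counts per gene without normalization, and FPKM values, for 22050 genes. They mapped the reads to the genome release they call Rat6; the paper's text does not name the aligner, the counting tool, the annotation release or the use of strand. Of these genes, 4542 had no count in any library and 8 genes had no gene symbol; these carry an Ensembl identifier and were kept. The FPKM values were used by the authors for fold changes, and here for the length of each gene, which follows from the count, the total and the FPKM, and for alternative fold changes of group means, with 0.001 in place of an FPKM of 0.

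The estimated counts deposited by the authors were rounded to whole numbers. edgeR version 4.0.16 in R version 4.3.3 was used with filterByExpr, TMM scaling and the quasi-likelihood test with condition as the single term, and p-values were adjusted by the Benjamini-Hochberg method over 14426 genes. The common biological coefficient of variation was 0.223. Thresholds were a fold change above 2 with an adjusted or unadjusted p-value under 0.05, and a fold change of at least 1.2 with an unadjusted p-value under 0.05. CPM values are counts scaled to a common library size with TMM factors. GO terms were taken from the deposited table. For gene lists, limma version 3.58.1 was used, with camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and with fry and an estimated correlation as alternatives.

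The depth was between 16670760 and 18151156 estimated counts per library, the largest total being 1.09 times the smallest. A gene with 0 counts could be at up to 0.18 CPM in the shallowest library.

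The tests were checked on simulated counts drawn from the means and edgeR's fitted dispersions of the 14426 genes. In these, 200 genes, drawn only from those with higher counts, were changed by 2 on the log2 scale. edgeR's quasi-likelihood test recovered 97% of them at an adjusted p-value under 0.05, and 6.28% of its calls were unchanged genes. DESeq2 recovered 98.5%, and 17.2% of its calls were unchanged genes. These shares cannot be taken as the power on the deposited counts. There *Gal*, with a log2 fold change of 2.63, had an adjusted p of 0.117 by edgeR's quasi-likelihood test. In 10 simulations with no changed gene, the median number of genes past a fold change of 2 and an adjusted p-value of 0.05 was 0 for edgeR's quasi-likelihood test, 16 for DESeq2 and 14.5 for edgeR's likelihood-ratio test. The correction for transcript length lowered the Spearman correlation of a trend put into simulated counts of 14288 genes from 0.677 to 0.013. For camera, a changed set among 14426 genes had a p-value of 2.18e-19, and 2 of 100 unchanged sets had a p-value under 0.05. The simulated genes varied independently of each other. This check therefore cannot decide whether camera's p-values hold for lists whose genes move together.

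The alternatives set before the data were examined were DESeq2 version 1.42.0, RLE size factors, upper-quartile factors, no filter on low counts, a minimum of 10 counts in every sample, the replicate number as a block, loess offsets on transcript length (span 0.5) with and without the block, fold changes of FPKM, and leaving out each of the 6 libraries. The named genes are the genes the paper names as measured or as associated with a super-enhancer; the rule also named the 5 higher and 5 lower genes with the smallest p-values among those past a fold change of 2 and the adjusted threshold without overlap between the groups, and 0 genes passed. Further genes were chosen after their values were seen. Corrections for GC content were not run, since no genome was used here. The lists of marker genes (microglia, astrocytes, oligodendrocytes, neurons, motor neurons, dorsal root ganglion neurons, peripheral myelin, axon injury, ependyma and cilia, meninges and fibroblasts, blood, clock, immediate early, glucocorticoid response and Y-linked genes) and the GO rule were also set at that time.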

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

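The genes in this part, which the paper does not name, were chosen after their values were seen. Apart from *LOC100910833* and the copies used for comparison, they are, after leaving out the genes the paper names, the 5 genes with the smallest edgeR p-values among those with a symbol, a fold change above 2 and 3 SNI-NP values that all lie above the 3 sham values. With an unadjusted p-value under 0.05 as well, 77 genes met this rule, and chance alone places 3 rats above the other 3 for 5% of genes. The tests in this part were chosen after the result was seen.

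*Srm*, which encodes spermidine synthase, was at 14.2 ± 3.04 CPM in SNI-NP rats against 0.721 ± 0.384 in sham rats (SD, n = 3 per group). Its log2 fold change of 4.29 (standard error 0.39, adjusted p = 0.116 by edgeR's quasi-likelihood test) had the smallest p-value of all genes tested. The paper does not name the gene, and Fig. 3C lists the term spermidine synthase activity. *LOC100912604*, listed as spermidine synthase-like, moved the other way, with a log2 fold change of -0.67 (standard error 0.15). The summed counts of the pair were 533.7 ± 35.95 in sham rats and 583.3 ± 71.28 in SNI-NP rats, and their log2 fold change was 0.10 (0.098, standard error 0.13), against 0.52 had the copy kept its level in sham rats. The total for the enzyme therefore did not differ detectably, and a division of shared reads between the copies that differed between the groups is a candidate explanation for *Srm*. A variant carried by some rats, or a difference in the reads or their processing between the groups, could move reads between copies in this way, and neither was tested.

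*NEWGENE_1310561*, listed as programmed cell death 5, had 0 counts in all 3 sham rats and 3.79 ± 1.32 CPM in SNI-NP rats (SD, n = 3), which is at least 21-fold higher than the limit that 0 counts allow. The gene *Pdcd5* has the same description and was lower in SNI-NP rats, with a log2 fold change of -0.49 (standard error 0.18). The log2 fold change of their summed counts was -0.11 (-0.113, standard error 0.14), against 0.28 had *Pdcd5* kept its level in sham rats, so the same division of reads is a candidate explanation here. *LOC100910833*, listed as setd3-like, lies outside the rule above. It was picked by eye after the values were seen, for its rise among the genes with small p-values, and then compared with *Setd3*. For this gene, which had a log2 fold change of 2.85, a division of reads cannot be told apart from a rise of the gene alone: its sum with *Setd3* had a log2 fold change of 0.07 (0.0748, standard error 0.10), against 0.14 had *Setd3* kept its level, and *Setd3* itself did not fall detectably (-0.07, standard error 0.10).

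*Gal* and *Npy* had log2 fold changes of 2.63 (standard error 0.29) and 2.13 (standard error 0.24), and *Tgm1*, which encodes a transglutaminase, one of 3.50 (standard error 0.43), from 0.386 ± 0.201 to 4.44 ± 0.972 CPM (SD, n = 3 per group). The edgeR adjusted p-value was 0.117 for each. Several technical explanations were argued against by the tables. Of the counts of these 3 genes, 0 were not whole, so a division of reads between similar genes left no trace there. The smallest of the 3 log2 fold changes was 2.18 with the level of the dorsal root ganglion neuron genes as a covariate, 2.14 with length offsets, and 2.13 under RLE size factors or upper-quartile factors. The covariate adjusts only for the amount of ganglion tissue. It cannot tell a rise within such tissue from a rise in the spinal cord. A response to the nerve injury stays open as a hypothesis, and chance in the grouping of 6 rats cannot be excluded at this size.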

How the results depend on the processing

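The number of genes with a fold change above 2 and an adjusted p-value under 0.05 was 0 with edgeR's quasi-likelihood test under TMM, RLE and upper-quartile factors, both other filters, the replicate block, length offsets with and without the block, and fold changes of FPKM. The setting with fold changes of FPKM kept the p-values of the main fit (smallest adjusted p 0.116), so its 0 was fixed in advance. The number was 102 with DESeq2 (31 higher, 71 lower). In settings added after seeing the data it was 106 (DESeq2 with FPKM fold change), 88 (edgeR's likelihood-ratio test) and 173 (the level of the dorsal root ganglion neuron genes as a covariate). It ranged from 0 to 206 genes across the 6 fits that each left out 1 library: 206 without SNI-NP replicate 1, 2 without Sham replicate 2, and 0 without each of the other 4. The cause was not tested for any of these, except that the last covariate and the fit without SNI-NP replicate 1 both address the library with the lowest level of those genes. At an unadjusted p-value under 0.05, where calls in simulated data without changed genes were not counted, the count was 327.

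That count was from 258 to 804 across the fits that left out 1 library (804 without SNI-NP replicate 1, of which 268 were among the 327), and 679 with the ganglion covariate. Without SNI-NP replicate 1, 102 genes were higher and 702 lower, and without SNI-NP replicate 2, 167 were higher and 146 lower. With a fold change of at least 1.2 it was 1506, from 908 to 2092 across those fits, with 908 without Sham replicate 1 and 917 without SNI-NP replicate 3. Of these genes 43.5% were higher, against 39.7% of the 1513 genes found under RLE size factors, 27.2% without SNI-NP replicate 1 and 54.2% without SNI-NP replicate 2. The number of super-enhancer-associated genes past the threshold was 10, and from 4 to 9 across those fits, with 4 without Sham replicate 1, Sham replicate 2 or SNI-NP replicate 3, and 6 without Sham replicate 3.

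*Jmjd1c* was lower in every setting that was run. Its log2 fold change was from -1.02 to -0.43 across the fits that left out 1 library, and 4 of these 6 had an unadjusted p-value of 0.05 or more; its adjusted p-value was from 0.0625 to 0.777 over all settings. *Socs3* passed no threshold in any setting; its log2 fold change was -0.022 with fold changes of FPKM, also with DESeq2 p-values, and from -0.14 to 0.18 across the fits that left out 1 library.

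Genes near no change also crossed 0. *Aif1* was at -0.0098 with fold changes of FPKM, also with DESeq2 p-values, and *Rasal3* at 0.012 with the ganglion covariate. Across the fits that left out 1 library the log2 fold change was from -0.25 to 0.33 for *Aif1*, from -0.63 to 0.19 for *Rasal3*, from -0.49 to 0.026 for *Lzts1*, from -0.0064 to 0.23 for *Kcnk1*, from -0.23 to 0.064 for *Klf15*, from -0.0038 to 0.22 for *Stat3*, from -0.091 to 0.26 for *Prrx2* and from -0.51 to 0.090 for *Gfap*. Over the named genes other than *Jmjd1c* and *Socs3*, 426 values kept their direction and their side of the threshold, 31 were weaker and 10 stronger.

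The replicate numbers do not pair the samples: same-numbered rats had correlations of their deviations of 0.214, -0.143 and 0.0538. With the replicate block, 0 genes passed a fold change of 2 and the adjusted threshold, 423 passed with the unadjusted p-value (24.1% higher), 1319 passed a fold change of 1.2, 9 super-enhancer-associated genes passed, 0 GO terms could be tested, the log2 fold change was -0.76 for *Jmjd1c* and 0.03 for *Socs3*, and the correlation with transcript length was -0.112.

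With 0 genes in the set, no GO term could be tested in the main setting, in its higher or lower genes, with the wider background or with the block, which says nothing about stability. There were 3 enriched terms for genes with a fold change of at least 1.2 and an unadjusted p-value under 0.05 (chemical synaptic transmission, GABA-A receptor complex and GABA-gated chloride ion channel activity), 0 for the 327 genes and 0 for DESeq2 calls (145 and 165 at an unadjusted p-value under 0.05), and, in sets added after seeing the data, 3 for the higher and 8 for the lower genes past a fold change of 2 and an unadjusted p-value of 0.05. Those of the higher genes were I band, myofibril and defense response to fungus. Ion channel activity, chemical synaptic transmission and GABA-A receptor complex were among those of the lower genes. In the fits that left out 1 library there were 0 enriched terms, and the set held genes to test in 2 of them, without Sham replicate 2 and without SNI-NP replicate 1 (39 and 193 terms at an unadjusted p-value under 0.05).

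Of the 15 marker lists, 6 had an adjusted p-value under 0.05 by camera, 0 by camera with estimated correlation, 0 by fry, 11 with the replicate block, and from 5 to 10 across the fits that left out 1 library (10 without Sham replicate 2). The Spearman correlation across genes of the log2 fold change with transcript length was -0.11, and from -0.148 to -0.0238 across those fits, the weakest without SNI-NP replicate 2. With a minimum of 10 counts in every sample, *Vip* and *AABR07061825.1* had no value. Corrections for GC content, with and without the block, were not run. The depth limits genes such as *Dnajc28* and *Socs3*, which had from 20 to 67 counts in a library.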

Differences from the paper's values

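The paper reports 106 differentially expressed genes, and edgeR's quasi-likelihood test gave 0 at a fold change above 2 and an adjusted p-value under 0.05. The paper's 31 higher and 75 lower genes compare with 0 and 0. At an unadjusted p-value under 0.05, 327 genes passed with edgeR (107 higher, 220 lower) and 435 with DESeq2 (146 higher, 289 lower); the paper's text gives its criterion as a P-value, and Fig. 3A plots a false discovery rate. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's counts, with 102 genes (31 higher, 71 lower). The edgeR fits with other scalings or filters, the block, length offsets or 1 library left out did not. Fold changes of FPKM with the edgeR p-values of the main fit could not. DESeq2 p-values with the fold change of FPKM group means, a setting chosen after seeing the values although the paper's methods name both, gave 106 genes, 31 higher and 75 lower. Leaving out 1 library gave from 47 to 545 genes in this setting, with 35 higher and 510 lower without SNI-NP replicate 1. Higher genes outnumbered lower ones without Sham replicate 3 (34 against 18) and without SNI-NP replicate 2 (56 against 43), and in no other of these fits. edgeR's likelihood-ratio test, also added after seeing the data, gave 88 (29 higher, 59 lower).

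The paper lists *Zeb1* among the genes that changed more than 2-fold. Its log2 fold change was -0.44, and from -0.59 to -0.28 over the alternatives, and it was not among the 106 genes of DESeq2 with FPKM fold change. Where it screens its RNA-seq for targets of *Jmjd1c*, the paper states that *Socs3* was lower in NP rats; its log2 fold change was 0.02, with no setting below -0.14. The paper describes the level of *Per3* as too low for PCR; in the RNA-seq it was at 26.7 CPM, above *Ccdc40* at 6.2 and *Dnajc28* at 1.74, which the paper measured by PCR. For *Zfp462*, which the paper lists as down-regulated, the edgeR unadjusted p was 0.0781; DESeq2 (0.049), the replicate block (0.0238), length offsets with the block (0.037) and the fit without SNI-NP replicate 1 (0.00134) call it, as do DESeq2 with FPKM fold change and the ganglion covariate, added after seeing the data, with an adjusted p-value from 0.0417 to 0.8 over all settings. The paper reports neuropeptide-related GO terms from Fig. 3C, which plots p-values without adjustment and whose legend names SE-associated RNAs as the input. The sets tested here were differentially expressed genes, so the values are not from the same input. Of its terms, 8 could be tested, and 0 had an adjusted p-value under 0.05 in any set tested. At an unadjusted p-value under 0.05 there were 3 for the 327 edgeR genes (galanin receptor activity, neuropeptide hormone activity and hormone activity), 1 for the 1506 edgeR genes with a fold change of at least 1.2 (galanin receptor activity), and 2 for the DESeq2 genes (hormone activity at 0.0017 and galanin receptor activity at 0.0209, by Fisher's exact test). For the 327 genes, galanin receptor activity and neuropeptide hormone activity each held *Gal*, which was higher, and a gene that was lower.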

Other observations

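The tests in this part were chosen after the results were seen, except the splits of the 6 samples for the edgeR gene counts, the marker lists and transcript length. The 6 rats can be split into groups of 3 in 10 ways, so no share below 0.1 can be reached and chance in the grouping cannot be told apart from the injury by this count. For genes past a fold change of 2 and the adjusted threshold by edgeR, the real split gave 0, so 10 of the 10 splits necessarily gave as many. For the unadjusted threshold, the real split gave the most genes, and 1 of 10 splits gave as many (327 against at most 218), and the same held with a fold change of 1.2 (1506 against at most 1429; 1 of 10), for the super-enhancer-associated genes, which the study chose on the real split (10 against at most 2; 1 of 10), and for DESeq2 (102 against at most 59; 1 of 10). For GO terms among the genes past the unadjusted threshold the real split also gave 0, so 10 of 10 splits gave as many and the comparison decides nothing (the other splits gave from 0 to 21). As many marker lists passed in 4 of 10 splits, and the correlation with transcript length was as large in 6 of 10.

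Genes of peripheral myelin were abundant in these spinal cord libraries. The median percentile of the 7 genes of the list among genes tested was 99.6, above all 10000 random lists of that size (permutation p = 1e-04, the smallest they can give). Among them, *Prx* was at 4032 to 6419 CPM. Another of the lists, of immediate early genes, also holds *Egr2*, and the spinal cord itself expresses some of these genes, such as *Pmp22*. The 9 genes of the dorsal root ganglion neuron list had a geometric mean of 33.9, 66.7 and 75.1 CPM in the sham rats and 7.56, 99.1 and 71.4 in the SNI-NP rats. They moved together across the 6 libraries, with a mean pairwise correlation of 0.977, against a median of -0.00552 and a maximum of 0.506 in 10000 random lists matched on expression (permutation p = 1e-04, the smallest they can give). *Scn10a* was at 14.3 CPM in SNI-NP replicate 1 and at 276.6 in SNI-NP replicate 2. A difference in depth is argued against as the source, since the largest total was 1.09 times the smallest while the list spanned 13.1 times. These values are consistent with tissue of nerve roots or ganglia in the libraries in amounts that differ between rats, as a hypothesis; spinal neurons also express several of these genes, and dissection was not tested. Without SNI-NP replicate 1, the median log2 fold change of the list was 0.55 and without SNI-NP replicate 2 it was -0.56, against 0.03 with all libraries.

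Clock genes of opposite phase moved in opposite directions. *Nr1d1* had a log2 fold change of 2.25 and *Dbp* of 1.18, while *Arntl* was at -0.66 and *Cry1* at -0.81. The mean log2 level of 10 clock genes (*Per3*, which the study names from these libraries, among them) minus that of *Arntl*, *Npas2* and *Cry1* was higher by 1.27 in SNI-NP rats (SD 0.276 in sham and 0.31 in SNI-NP rats), and all 3 SNI-NP rats lay above all 3 sham rats (exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow). Since the arms moved apart by more than their spread, a change in cell composition that raises all clock genes alike is argued against. Of 3 clock genes outside the list, 2 moved in the direction of their arm (*Nfil3* -0.76 and *Clock* -0.57, against *Usp2* -0.08), so a difference in clock phase between the groups may be involved but cannot be told apart from other causes with so few genes. The paper's text does not give the hour of tissue collection, and whether the injury or that hour lies behind the difference was not tested.

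Lower genes outnumbered higher genes, and log2 fold changes fell with transcript length. Without SNI-NP replicate 1 there were 102 higher and 702 lower genes, whereas without SNI-NP replicate 2 the higher genes were more numerous (167 against 146) and the correlation with length was -0.0238. With length offsets 221 genes were lower and 106 higher, so a length trend is argued against as the whole cause. Among the 327 genes past a fold change of 2 and an unadjusted p-value of 0.05, 18% had counts that were not whole, against 10.7% of the other genes (one-sided Fisher's exact test across genes, which are not independent replicates, p = 6.48e-05), so reads shared between similar genes may contribute to part of the calls. The other 82% had whole counts in every library, which argues against it there.

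For the marker lists, the median log2 fold change was 0.82 for axon injury genes (adjusted p = 4.38e-08 by camera), 0.95 for blood (0.00363), 0.41 for ependymal and cilia genes (0.00183), 0.37 for meninges and fibroblasts (0.028), -0.37 for glucocorticoid response (0.00183) and -0.46 for neurons (0.00803). Without each library in turn, the axon injury, blood, ependymal and glucocorticoid lists passed in 6 of 6 fits, and the neuron and meninges lists in 3 of 6. The median of the axon injury list was 0.31 without SNI-NP replicate 2 and 0.50 without Sham replicate 1, and that of blood was 0.45 without SNI-NP replicate 1. For neurons the fits without Sham replicate 1, Sham replicate 3 or SNI-NP replicate 1 did not pass (-0.34, -0.37 and -0.51), nor for meninges those without Sham replicate 1, Sham replicate 3 or SNI-NP replicate 2 (0.29, 0.25 and 0.35). Of the lists that did not pass with all libraries, clock genes passed without Sham replicate 1 (0.18), SNI-NP replicate 2 (0.24) or SNI-NP replicate 3 (0.16). Y-linked genes passed without Sham replicate 3 (-0.69) or SNI-NP replicate 1 (-0.82), oligodendrocytes without Sham replicate 2 (-0.66) or SNI-NP replicate 1 (-0.53), and peripheral myelin without Sham replicate 2 (0.33) or SNI-NP replicate 2 (0.36). Dorsal root ganglion neurons passed without SNI-NP replicate 1 (0.55) or SNI-NP replicate 2 (-0.56), and astrocytes (-0.45) and motor neurons (-0.96) without Sham replicate 2. None of the 6 lists had an adjusted p-value under 0.05 by fry or by camera with an estimated correlation. With all libraries the median was 0.01 for microglia, -0.19 for astrocytes, -0.44 for oligodendrocytes, -0.62 for motor neurons, 0.27 for peripheral myelin, 0.16 for clock genes, -0.09 for immediate early genes and -0.65 for Y-linked genes, none of them past the threshold in that fit. The axon injury list holds *Atf3* and *Vip*, which the study names from these libraries, and *Gal* and *Npy*.

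Other genes the paper names for other assays had these values here. *Klf15* had a log2 fold change of -0.07 (standard error 0.18), *Jak2* of -0.35 (0.20) and *Stat3* of 0.11 (0.15). *Il1b* had one of 0.57 (standard error 0.31), *Il6* had from 1 to 6 counts per library, and *Tnf* had 0 counts in all 6 libraries, so *Il6* was too low to be tested and *Tnf* was not detectable at this depth. Of the genes of Fig. 2C, *Metrnl* was at 0.31 (0.15), *Kcnk1* at 0.12 (0.14), *Lzts1* at -0.19 (0.29) and *Rasal3* at -0.11 (0.40). When each library was left out in turn, *Jak2* was from -0.52 to -0.14, *Il1b* from 0.40 to 0.74 and *Metrnl* from 0.17 to 0.44. The unadjusted edgeR p-value of *Jak2*, *Il1b* and *Metrnl* was under 0.05 in 1 of the 6 fits each.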
